# RNA-seq based transcriptomic map reveals new insights into mouse salivary gland development and maturation

**DOI:** 10.1186/s12864-016-3228-7

**Published:** 2016-11-16

**Authors:** Christian Gluck, Sangwon Min, Akinsola Oyelakin, Kirsten Smalley, Satrajit Sinha, Rose-Anne Romano

**Keywords:** Salivary gland, RNA-sequencing, Gene signature, Development

## Abstract

**Background:**

Mouse models have served a valuable role in deciphering various facets of Salivary Gland (SG) biology, from normal developmental programs to diseased states. To facilitate such studies, gene expression profiling maps have been generated for various stages of SG organogenesis. However these prior studies fall short of capturing the transcriptional complexity due to the limited scope of gene-centric microarray-based technology. Compared to microarray, RNA-sequencing (RNA-seq) offers unbiased detection of novel transcripts, broader dynamic range and high specificity and sensitivity for detection of genes, transcripts, and differential gene expression. Although RNA-seq data, particularly under the auspices of the ENCODE project, have covered a large number of biological specimens, studies on the SG have been lacking.

**Results:**

To better appreciate the wide spectrum of gene expression profiles, we isolated RNA from mouse submandibular salivary glands at different embryonic and adult stages. In parallel, we processed RNA-seq data for 24 organs and tissues obtained from the mouse ENCODE consortium and calculated the average gene expression values. To identify molecular players and pathways likely to be relevant for SG biology, we performed functional gene enrichment analysis, network construction and hierarchal clustering of the RNA-seq datasets obtained from different stages of SG development and maturation, and other mouse organs and tissues. Our bioinformatics-based data analysis not only reaffirmed known modulators of SG morphogenesis but revealed novel transcription factors and signaling pathways unique to mouse SG biology and function. Finally we demonstrated that the unique SG gene signature obtained from our mouse studies is also well conserved and can demarcate features of the human SG transcriptome that is different from other tissues.

**Conclusions:**

Our RNA-seq based Atlas has revealed a high-resolution cartographic view of the dynamic transcriptomic landscape of the mouse SG at various stages. These RNA-seq datasets will complement pre-existing microarray based datasets, including the Salivary Gland Molecular Anatomy Project by offering a broader systems-biology based perspective rather than the classical gene-centric view. Ultimately such resources will be valuable in providing a useful toolkit to better understand how the diverse cell population of the SG are organized and controlled during development and differentiation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3228-7) contains supplementary material, which is available to authorized users.

## Background

Salivary gland (SG) morphogenesis requires the complex coordination of cells to orchestrate a number of dynamic cellular processes including cell specification, lineage commitment, cell migration, proliferation and differentiation, all culminating in the formation of this specialized gland [1–3]. A network of signaling and regulatory molecules coordinates these vital biological processes, which are accompanied by the dynamic changes in gene expression throughout development. In the mouse, submandibular salivary gland (SMG) morphogenesis occurs over several distinct developmental stages commencing at ~ embryonic day 11 (E11). At this early Prebud stage, the primordial SG fate is established with the thickening of the adjoining oral epithelium. At the next Bud stage, which occurs at approximately E12.5, the thickened epithelium invaginates into the underlying mesenchyme resulting in the formation of a primary bud, which serves as the precursor of the main duct of the salivary gland once the gland reaches maturation. As the embryo develops to E14, the gland undergoes rapid proliferation and intricate branching morphogenesis, during which the end buds undergo successive rounds of clefting resulting in the generation of multiple epithelial buds. This Pseudoglandular stage also coincides with reorganization of the end buds and the formation of the acini, which are the main secretory units of the salivary gland. At the Canalicular stage (E16), the gland is highly branched with lumenization of the main secretory duct nearing completion. The onset of gland cyto-differentiation also occurs at this stage – a process that continues to birth. In the final step of embryonic salivary gland morphogenesis at the Terminal Bud stage (E18), expansion of acini and lumenization of both ducts and acini is almost finished, resulting in a continuous network of ducts connecting the acini to the oral cavity [1, 3–6]. While the gland is functional and able to secrete saliva at birth, further acinar maturation and differentiation continues postnatally, and by puberty, differentiation of the granular convoluted tubules is complete [1, 7].

For many years now, mouse genetic models have been widely utilized to study various facets of salivary gland biology including branching morphogenesis, cleft formation, organ development and differentiation. While these studies have been instrumental in identifying some of the individual genes and signaling pathways necessary for proper salivary gland function, a limited number of studies have focused on the global examination of salivary gland gene expression in mouse [6, 8–10]. In an early study, Hoffman et al. utilized microarrays to examine gene expression profiles at five different stages of mouse submandibular salivary gland embryonic development [6]. In a more recent and complementary study, Musselmann et al. generated a microanatomical atlas of gene expression of embryonic salivary gland by performing laser capture microdissection of distinct epithelial populations obtained from E12.5-E15 mouse embryos [8]. These broad based approaches of global examination of gene expression profiles have been instrumental to deciphering molecular mechanisms of salivary gland morphogenesis and importantly in the discovery of novel signaling pathways such as Fibroblast Growth Factor (FGF) and Bone Morphogenetic Protein (BMP) [6] as well as key signaling molecules such as GSK3β [8] that play important roles in regulating branching morphogenesis in embryonic salivary gland. It is important to note that whereas gene profiling experiments during embryonic development of salivary gland has received much attention, similar in depth studies in adult has been lacking although one recent work has shed some light on aging associated SG gene signature [9].

While microarray technology have been the application of choice in the past for transcriptome analysis, recent advancements have seen the supplanting of microarrays by genomic methods driven by next-generation sequencing (NGS) approaches like RNA-sequencing (RNA-seq) [11]. Compared to microarray technology, deep sequencing based methods provide a more sensitive and precise analytical approach that can accurately quantify gene transcript levels and their isoforms across a broad dynamic range [12]. Indeed, direct comparisons to RNA-seq has revealed the shortcomings of hybridization-based microarray studies such as background noise and saturation and probe set issues such as incorrect annotation and isoform coverage [13]. With the recent explosion in RNA-seq based genome wide analysis of the transcriptomic landscapes of multiple cell types and various tissues and organs, the time is ripe to use computational tools and a systems biology based approach to gain novel insights into tissue-specific gene signatures and their potential impact on biological processes.

In the present study, we have performed RNA-seq to generate a comprehensive gene expression profile of the mouse submandibular gland at various time points of development during embryogenesis and maturation in adult. To the best of our knowledge this is the first reported RNA-seq based study to examine the transcriptome of the mouse submandibular gland. An extensive bioinformatics analysis of our datasets has revealed interesting gene regulatory networks and maps that are enriched for and define the various stages of salivary glands. Finally we have leveraged the ENCODE, FANTOM, Human Protein Atlas as well as other published gene expression datasets to identify a salivary gland specific gene signature that is to a large extent conserved between mouse and human. Collectively our study not only validates existing literature but also provides a wealth of genomic resources that can be harnessed for the discovery of new genes and biologically important pathways in the salivary gland and for formulating testable hypotheses.

## Results

### Transcriptomic map of the mouse salivary gland during development and adult

In order to better define the dynamic changes in global gene expression levels and to identify new tissue-specific and tissue-enriched regulators, we performed RNA-seq based expression profiling of the mouse submandibular salivary gland at various key stages of embryonic development in addition to post-natal and adult tissues. Towards this end, we isolated total RNA from the mouse submandibular gland dissected from E14.5 day old embryos (Pseudoglandular stage - representing the onset of branching morphogenesis), E16.5 (Canalicular stage - representing the onset of cytodifferentiation) and E18.5 (Terminal Bud stage - representing the expansion of acini and lumenization of ducts and acini) [1, 4]. We also examined submandibular glands isolated from day 5 (P5), 4 week (4wk), and 12wk old male animals that represented different stages of post-natal maturation [1, 4]. Biological replicates of these RNA samples were sequenced to high depth using an Illumina HiSeq platform (Fig. 1a). 

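RNA of submandibular glands from C57BL/6 mice was sequenced in 13 samples at 6 time points, with 3 samples at E14.5 and 2 each at E16.5, E18.5, P5, 4wk and 12wk. Each E14.5 sample pooled glands of 3 animals, and each E16.5 and E18.5 sample glands of 2 animals. For every sample the authors deposited 1 FPKM value per gene of the UCSC mm9 annotation. They mapped the 50 bp single-end reads to mm9 with TopHat2, counted them on UCSC mm9 genes with featureCounts and left out reads that mapped to several places, so genes with near-identical copies are undercounted. Read counts are not in the files analysed here. Low FPKM values of a gene were, however, whole multiples of what 1 read is worth, and with the annotated gene lengths these steps gave the number of reads on genes by which each sample had been divided. That number was 19281660, 25356308 and 26731429 in E14.5 replicates 1 to 3, 36258034 and 37309531 at E16.5, and 17345305 and 32444867 at E18.5. It was 48314162 and 42168626 at P5, 5817293 and 7957918 at 4wk, and 21820923 and 28431454 at 12wk. The median over the 13 samples was 26731429. For a gene of 1 kilobase, 1 read was worth 0.0207 FPKM in the deepest sample and 0.1719 FPKM in the shallowest, 4wk replicate 1. Genes at 0 FPKM had no read, and their number was between 4747 at P5 and 9612 at 4wk. The 14650 genes with at least 1 FPKM in at least 1 sample were analysed as log2(FPKM + 1), so fold changes of low genes are understated. Differences were tested with limma (empirical Bayes with a mean-variance trend), with adjusted p from the Benjamini-Hochberg method. A gene was called differentially expressed at a log2 fold change of at least 1 in size and an adjusted p below 0.1, the paper's criteria. The sample labels give no sequencing batch.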

The sequence reads were mapped to the reference genome sequence of *Mus musculus* (mm9 build) using Tophat2 (details in materials and methods). 

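The share of all FPKM taken by the 10 highest genes of a sample was between 5.9% and 14.4% in 6 of the 7 embryonic samples and higher in E18.5 replicate 2. It was 29.2% and 31.1% at P5, 60.3% and 61.1% at 4wk, and 49.9% and 48.1% at 12wk. Median-of-ratios factors, the quantity used in DESeq median normalization, were computed from the deposited FPKM over the 13039 genes above 0 in every sample. They were between 1.148 and 1.38 in the embryonic samples, 1.089 and 1.031 at P5, and between 0.617 and 0.714 in the 4 adult samples. The deposited values were analysed as they are, and rescaled by these factors as an alternative. The paper takes the normalized FPKM as measurements of relative expression within and between its samples.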

We subsequently performed between-sample normalization using the DESeq median normalization method and calculated fragments per kilobase of transcripts per million (FPKM) mapped reads thereby giving us measurements of relative expression of genes within and between biological samples.

**Fig. 1:**
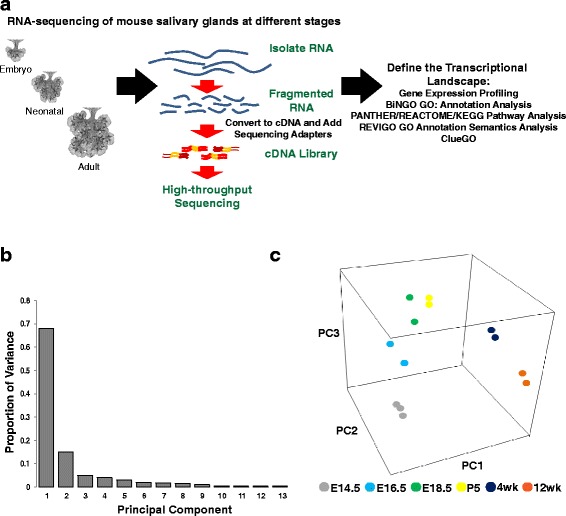
Principal component analysis of the mouse salivary glands at different developmental time points. **a** Experimental scheme. We isolated total RNA from whole salivary glands ranging from early embryo to adult, and performed RNA-seq. Utilizing these datasets, we defined and annotated the salivary gland transcriptional landscape by using various Gene Ontology (GO) annotation analyses (BiNGO GO, REVIGO GO) and pathway analyses (PANTHER/REACTOME/KEGG). **b** Proportion of variance in each principle component. PC1, PC2 and PC3 represent ~90% of variance in the data. **c** Projection plots show the PCA coordinates for each stage, which are indicated by different colors. The data indicates that the inherent variations in gene expression between biological samples can distinguish the developing salivary gland in a time dependent manner

In order to better analyze and appreciate the overall gene expression patterns between the various developmental and adult time points, we utilized principal component analysis (PCA), a statistical technique that reduces and summarizes large datasets while illustrating relationships between samples based on co-variance of the data being examined [14, 15]. 

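Principal components were computed from log2(FPKM + 1) of the 14650 genes with at least 1 FPKM in at least 1 of the 13 samples, centred but not scaled. PC1 held 73.2% of the variance, PC2 held 11.6% and PC3 held 4.1%, together 88.9%. The sum stayed between 87.9% and 90.4% (SD 0.79) over the 13 computations that each left out 1 sample. FPKM without the log moved it the most, to 99%, and scaling every gene to unit variance lowered it to 79.7%. Median-of-ratios rescaling was not run for the components.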

Using PCA, we found that PC1, PC2, and PC3 accounted for approximately 90% of all variations of the original data (Fig. 1b). In order to further explore and better depict the major sources of variation, all samples were plotted in a three-dimensional space consisting of PC1, PC2 and PC3. 

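On PC1, the E14.5 samples lay between -89.5 and -79.6, the E16.5 samples at -66.5 and -70.9, and the E18.5 samples at -34.5 and -29. The P5 samples followed at 5.3 and 9.5, the 4wk samples at 100.2 and 108.1, and the 12wk samples at 111.5 and 116.3. PC3 separated both adult ages, with 46.6 and 20.8 at 4wk against -27.4 and -25.4 at 12wk. In the space of the 3 components, the nearest sample to each of the 13 samples was a replicate of its own time point. Over all tested genes, the Euclidean distance on log2(FPKM + 1) was 43.05 ± 16.54 (SD over 8 pairs of samples) within time points and 133.3 ± 48.55 (SD over 70 pairs) between them. The ratio of these means was 3.097 (permutation test of the time point labels over the 13 samples, p = 1e-05, the smallest p that 100000 resamples can give). With 1 minus the Pearson correlation as the distance, this ratio rose to 8.263. From the separate positions of the 6 time points, the paper concludes that gene expression varied dynamically between them.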

Interestingly, as demonstrated in Fig. 1c, each of the 6 representative time points datasets segregated into individual groups demonstrating the highly dynamic variation in gene expression between each SG sample. Indeed, biological replicates cluster tightly together, further highlighting the inherent similarity of the biological samples to one another. 

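Pearson's r of log2(FPKM + 1) across the 14650 tested genes was between 0.959 and 0.996 for the 8 pairs of replicates, and between 0.658 and 0.965 for the 70 pairs of samples from different time points. Genes are not independent replicates, so these r values carry no p. The 4wk replicates, the samples with the fewest reads, had the lowest r of the replicates (0.959) and the largest distance (68.2). Their distance exceeded the smallest distance between samples of different time points, 64.3. At E14.5, replicates 2 and 3 were 20.4 apart, while replicate 1 was 57.6 and 53.4 from them. The replicates were 48.6 apart at E16.5, 37.8 at E18.5, 27.8 at P5 and 30.5 at 12wk. Leaving out 1 sample at a time moved the ratio of the mean distance between time points to that within them between 2.859 and 3.359. The paper reads the tight grouping of replicates as inherent similarity of its biological samples.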

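The distance between embryonic samples of different time points was 82.63 ± 15.88 (SD over 16 pairs), and that between embryonic and adult samples was 185.11 ± 19.02 (SD over 28 pairs). The largest embryonic distance, 115.2, was below the smallest distance from an embryonic to an adult sample, 149.52. The ratio of both means was 2.24 (exact permutation test over the 330 ways to label 7 of the 11 samples as embryonic, p = 0.003, the smallest p that they allow). By time point, E14.5 samples were on average 74.5 from E16.5, 99.9 from E18.5, 198.6 from 4wk and 203 from 12wk. The P5 samples were 70.9 from E18.5 and 125.5 from 4wk. Among the alternatives, 1 minus the Pearson correlation raised the ratio most, to 3.926. Median-of-ratios rescaling was not run for the distances, so the part of the distance from embryo to adult that comes from scaling is not known. The paper takes the closeness of the embryonic samples and their separation from the adult samples as its observation of a divide between them.

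**Figure D1:**
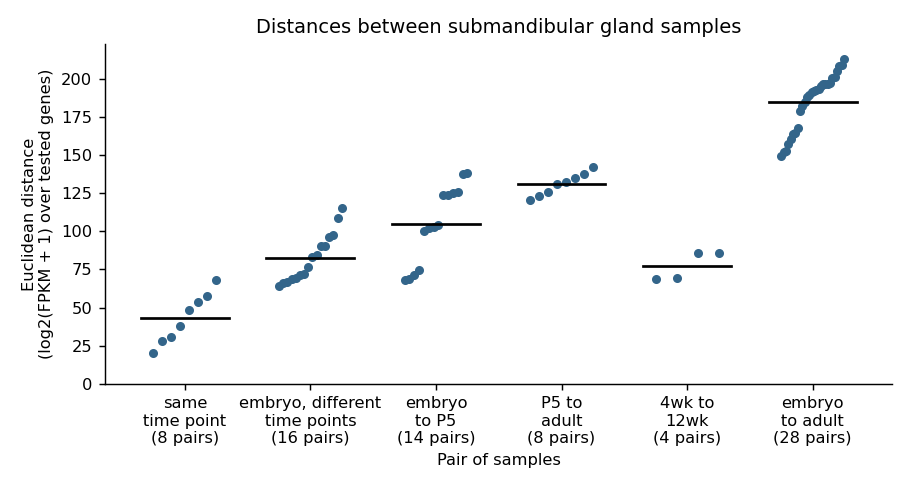
Euclidean distance on log2(FPKM + 1) over the tested genes for every pair of the 13 samples, each point being 1 pair and each line the mean of its group of pairs. The 28 pairs of an embryonic and an adult sample all lie above the 16 pairs of embryonic samples from different time points, with means of 185.11 and 82.63.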

Another notable observation was that the embryonic samples clustered more closely to each other and that there is a striking separation between these and the adult samples. Taken together this analysis provided the first hint of a clear dichotomy of gene expression profiles between embryonic and postnatal salivary gland samples.

### RNA-seq analysis identifies a salivary gland gene signature

To evaluate development-dependent differential gene expression patterns, we next grouped our samples based on 3 distinct developmental stages corresponding to embryogenesis (E14.5 to E18.5), neonatal (P5) and adult (4wk and 12wk). For this analysis, we selected genes that showed at least a two-fold change in expression between each time point while showing an adjusted *p*-value of less than 0.1. We also considered genes that were expressed at ≥1 FPKM in at least one biological replicate. 

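Between the 7 embryonic samples and the 2 P5 samples, 1798 of the 14650 tested genes were differentially expressed in the limma fit over all 13 samples, 606 of them higher at P5 and 1192 lower. Of these, 1718 had every P5 sample on one side of every embryonic sample. The largest rises among them were in Scgb2b26, Car6 and Prol1. Scgb2b26 went from 6.631 ± 6.832 FPKM (SD, n = 7) to 3870 ± 525.7 FPKM (SD, n = 2), a log2 fold change of 9.44 (standard error 0.78, limma adjusted p = 2.3e-05). Car6 (chromosome 4, 149561124 to 149575441 in mm9) rose by 8.62 (standard error 1.12, limma adjusted p = 0.00051) on the log2 scale. Prol1 rose by 8.5 (standard error 1.65, limma adjusted p = 0.0038). The largest falls were in Hbb-y, Actc1 and Xist. Xist fell from 30.8 ± 16.57 FPKM (SD, n = 7) to 0.03057 ± 0.0073 FPKM (SD, n = 2), a log2 fold change of -4.76 (standard error 0.45, limma adjusted p = 6e-05). Xist marks cells of females, and the P5 samples showed the pattern of males only, while the embryonic samples may hold both sexes. This fall can thus follow from sex and need not be a change with age. With the replicate numbers of the labels as a block, 1489 genes were called, 474 higher and 1015 lower at P5. The mean correlation of deviations from the time point means, which checks this pairing, was -0.016 over 30 pairs of samples with the same number and 0.012 over 40 pairs with different numbers. Median-of-ratios rescaling reversed the balance of directions, with 813 genes higher and 571 lower at P5. Leaving out P5 replicate 1 moved the total count most, to 870 genes.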

Using this criterion, we identified a total of 3601 differentially expressed genes (DEGs) between the embryonic and neonatal stages with 1597 genes found to be up-regulated and 2004 genes showing downregulation (Additional file 1: Figure S1A). 

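In the comparison of the 2 P5 samples with the 4 adult samples, 3385 of the 14650 tested genes were differentially expressed by limma on log2(FPKM + 1). With the replicate numbers of the labels as a block the count was 3354 genes, and the mean correlation that checks this pairing was -0.016 for equal and 0.012 for unequal numbers. Every adult sample lay on one side of both P5 samples in 3309 of them. A pseudocount of 0.1 in place of 1 raised the count most, to 5320 genes, and median-of-ratios rescaling lowered it to 2136.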

Similar comparison of DEGs between neonatal and adult developmental time points identified 3228 genes. 

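Of the 3385 genes, 339 were higher in the adult samples and 3046 were lower. The genes with the largest rises were Klk1b22, Klk1b16 and Klk1b21, and those with the largest falls Smgc, Prpmp5 and AF357359. Klk1b22 (chromosome 7, 51368043 to 51372292 in mm9) went from 0.4352 ± 0.1538 FPKM (SD, n = 2) at P5 to 12381 ± 8197 FPKM (SD, n = 4) in the adult samples, a log2 fold change of 12.78 (standard error 0.88, limma adjusted p = 5.5e-07). The Klk1b genes are close copies, and the authors' counting left out reads that map to several of them, so their values are uncertain. Smgc (chromosome 15, 91668696 to 91691869) went from 45146 ± 3127 FPKM (SD, n = 2) to 41.25 ± 27.81 FPKM (SD, n = 4), a log2 fold change of -11.06 (standard error 3.62, limma adjusted p = 0.024). With median-of-ratios rescaling, the setting that changed the balance most, 887 genes were higher and 1249 lower in the adult samples. With the replicate block, taken from the labels, the counts were 326 and 3028 (mean correlation of samples with equal numbers -0.016).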

Of these DEGs, 1281 were upregulated and 1947 downregulated (Additional file 1: Figure S1B). Finally, we found 5635 DEGs between embryo and adult with 2494 number of genes showing up-regulation and 3141 downregulated (Additional file 1: Figure S1C). 

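Comparing the 4 adult with the 7 embryonic samples, limma on log2(FPKM + 1) called 6385 of the 14650 tested genes, 818 higher and 5567 lower in the adult samples. In 5944 of them, every adult sample lay on one side of every embryonic sample. The largest rises were in Scgb1b27, a RIKEN clone gene and Klk1b9. Scgb1b27 went from 46.13 ± 34.84 FPKM (SD, n = 7) to 126470 ± 50719 FPKM (SD, n = 4), a log2 fold change of 12.03 (standard error 0.83, limma adjusted p = 3.8e-08). The largest falls were in H19, AF357359 and Dlk1. H19 (chromosome 7, 149761434 to 149764048 in mm9) went from 2135 ± 690.3 FPKM (SD, n = 7) to 2.354 ± 1.167 FPKM (SD, n = 4), a log2 fold change of -9.31 (standard error 0.25, limma adjusted p = 1.5e-11). Dlk1 (chromosome 12, 110691033 to 110701546) had a log2 fold change of -8.51 (standard error 0.11, limma adjusted p = 4.1e-15). Without any 1 sample, between 6178 and 6672 genes were called. With the replicate block from the labels the count was 6262 genes, 770 higher and 5492 lower, and the check of the pairing gave mean correlations of -0.016 for equal and 0.012 for unequal replicate numbers. Median-of-ratios rescaling changed the balance of directions most, to 2019 genes higher and 2147 lower in the adult samples.

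**Figure D2:**
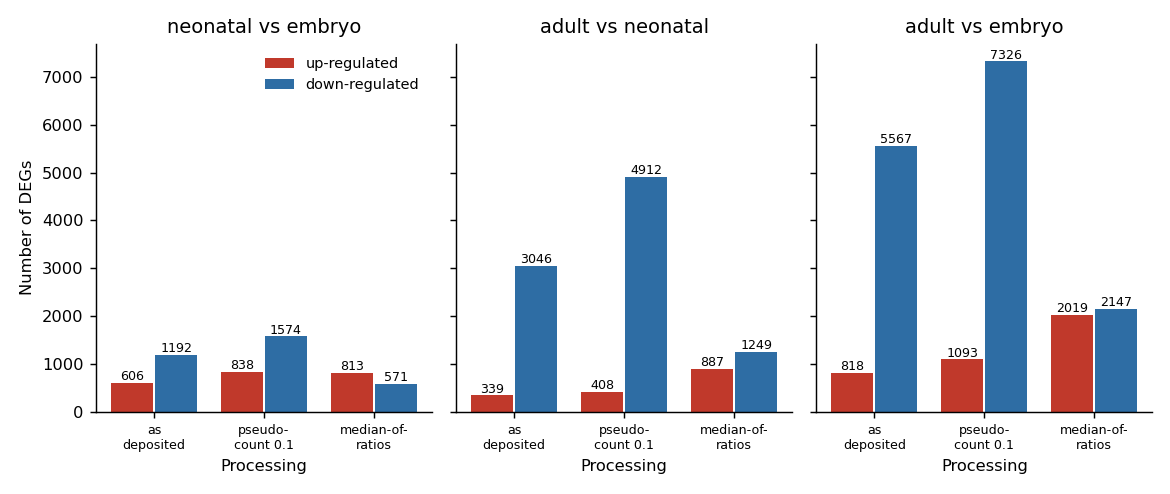
Number of differentially expressed genes, up-regulated and down-regulated in the later stage, in each of the 3 comparisons of stages, with FPKM as deposited and a pseudocount of 1, with a pseudocount of 0.1, and with median-of-ratios rescaling. In adult against embryo the down-regulated genes outnumber the up-regulated ones by 5567 to 818 as deposited and by 2147 to 2019 after rescaling.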

To better appreciate the biological relevance of the global transcriptomic differences between the embryonic and adult mouse salivary gland, we further analyzed the DEGs using clusterProfiler [16] and identified pathways unique to each state (Additional file 1: Figure S1D). Interestingly, in all embryo enriched data sets, we observed specific enrichment of biological processes important during organogenesis, such as axon guidance as well as that of Wnt and Notch signaling pathways, both of which have been shown to be important for proper salivary gland morphogenesis [17–23]. 

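The pathway gene sets used in the paper are not in the files analysed here, so families of genes chosen by symbol were tested among the 5567 genes higher in the 7 embryonic than in the 4 adult samples (Fisher's exact test over the 14650 tested genes, Benjamini-Hochberg adjustment over the families). Of 60 axon guidance ligands and receptors, 37 were in this list, where 22.8 were expected by chance (ratio 1.62, exact test, adjusted p = 0.00034). The list held 11 of 14 Notch receptors, ligands and Hes/Hey targets against 5.3 expected (ratio 2.07, exact test, adjusted p = 0.0039). It held 11 of 20 Wnt ligands and Frizzled receptors against 7.6 expected, a ratio of 1.45 (exact test, adjusted p = 0.12). A pseudocount of 0.1 raised the Wnt and Frizzled genes in the list to 16 (ratio 1.6, exact test, adjusted p = 0.0079). The paper's own embryonic clusters of Table S1, which hold fewer genes, had 16 of the 60 axon guidance genes. They had 2 of the 20 Wnt and Frizzled genes and 0 of the 14 Notch genes, of which only 1.0 was expected. The paper relates the enrichment of Wnt and Notch signaling in the embryonic gland to their known roles in salivary gland morphogenesis. It names axon guidance among processes of organogenesis.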

In contrast, in the adult enriched data sets we observed enrichment in biological processes that include salivary secretion, protein export, fatty acid metabolism and vesicular signaling (Additional file 1: Figure S1D). 

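Among the 818 genes higher in the 4 adult than in the 7 embryonic samples, 41 of 257 solute carriers were found, against 14.3 expected by chance (ratio 2.86, Fisher's exact test, adjusted p = 4.1e-09). Of secreted protein families, the list held 13 of 14 kallikrein 1-related peptidases (ratio 16.63, exact test, adjusted p = 5e-15) and 7 of 12 secretoglobins (ratio 10.45, exact test, adjusted p = 2.7e-06). Of 22 genes of protein translocation and signal peptide processing, which stand for protein export, 2 were in the list against 1.2 expected (exact test, adjusted p = 0.35). In the adult clusters of Table S1, 3 of the 22 were found (ratio 3.31, exact test, adjusted p = 0.092). Median-of-ratios rescaling, chosen for these families after seeing the data, gave 10 of 22 genes (ratio 3.3, exact test, adjusted p = 0.00051). Genes of fatty acid metabolism and vesicular signaling were not tested, because their gene sets are not in the files analysed here. From the pathways enriched in the adult gland, the paper concludes that they represent its mature stage.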

Notably all of these processes have been shown to be critical for proper salivary gland function [24–27] and justifiably represent the mature stage of the adult gland.

Armed with a global view of the overall transcriptional changes occurring between the 3 developmental stages, we next sought to identify a developmental stage-specific global gene expression profile of the salivary gland. We reasoned that this broad gene profile might be useful in providing new insights into the biological processes and pathways that are important to each developmental stage. To generate the developmental specific gene expression profile, we focused on genes that a) showed an FPKM of 1 or greater in at least one of the sample replicates across all samples and b) were comparatively differentially expressed, with a log2-fold change of 1 or greater, at one time point compared to other time points across all 6 datasets. 

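Each time point was compared with each of the 5 others by limma on log2(FPKM + 1), and a gene was counted when it passed a log2 fold change of 1 and an adjusted p of 0.1 in the same direction in all 5 comparisons. The union over the 6 time points held 938 genes. By time point, 100 genes were higher and 258 lower at E14.5, 46 higher and 11 lower at E16.5, 18 higher at E18.5, and 68 higher at P5. At 4wk, 38 were higher and 83 lower, and at 12wk 149 were higher and 187 lower. Of the 1923 genes of Table S1 that the files list under the same name, 717 were in this union (37.3%, 95% Wilson interval 35.2% to 39.5%). With the replicate block from the labels the union held 958 genes, where the mean correlation of samples with equal numbers was -0.016 and with unequal numbers 0.012. Counting each time point against the later ones only gave the largest change, 3641 genes, and a pseudocount of 0.1 gave 1965.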

Based on the above criteria we identified a total of 1924 genes that were specifically enriched, across all datasets as demonstrated in Fig. 2a. To identify unique patterns of transcriptomic activities of the developmental stage-specific gene profile, we performed *K-*Means clustering on the standardized log2 transformed FPKM values for each of the samples. This analysis led to the identification of 8 different gene clusters that corresponded to genes enriched in a specific developmental time point as well as genes enriched in grouped time points, which we refer to as Embryo, Neonatal and Adult Enriched clusters (Fig. 2b). 

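For each gene of Table S1, the time point with the highest mean of log2(FPKM + 1) was compared with the cluster the paper gives it. It was the cluster's own time point, or one of its stage's time points, for 1760 of 1923 genes (91.5%, 95% Wilson interval 90.2% to 92.7%). The share was 98.7% of 386 genes in the E14.5 cluster, 87.3% of 126 in the E16.5 cluster and 69.2% of 146 in the E18.5 cluster. It was 98.3% of 409 genes in the Embryo cluster and 70.2% of 252 in the Neonatal cluster. In the Young Adult, Mature Adult and Adult clusters it was 97.8% of 137, 99.6% of 246 and 95% of 221 genes. Of the E18.5 cluster, 21 genes peaked at E16.5 and 24 at P5. The share over all clusters moved most with median-of-ratios rescaling, to 83.4%. From these groupings, the paper defines clusters enriched in single time points and in the embryonic, neonatal and adult stages.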

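For each gene of Table S1, log2(FPKM + 1) was averaged by time point, and these means were standardized as Z-scores over the time points. Over the 409 genes of the Embryo cluster, the mean Z-score went from 0.91 ± 0.21 (SD over genes) at E14.5 to 0.82 ± 0.16 at E16.5, 0.54 ± 0.22 at E18.5 and 0.07 ± 0.26 at P5. It reached -0.95 ± 0.32 at 4wk and -1.38 ± 0.34 at 12wk. Over the 252 genes of the Neonatal cluster, it rose from -1.6 ± 0.39 at E14.5 to -0.03 ± 0.42 at E16.5, 0.43 ± 0.42 at E18.5 and 0.99 ± 0.4 at P5. It then fell to 0.22 ± 0.49 at 4wk and -0.01 ± 0.57 at 12wk. Gene by gene, 224 of the 409 Embryo genes were lower at each embryonic time point than at the one before, and 150 of the 252 Neonatal genes rose at every step from E14.5 to P5. The number of Neonatal genes highest at P5 was 177. Genes were assigned to these clusters from the same samples, so the averages follow in part from the clustering. From these curves, the paper concludes that embryonic genes decline as development progresses and that neonatal genes peak at P5.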

Interestingly, our analysis revealed that genes that were uniquely expressed during embryogenesis showed a gradual decline in expression as development progressed, while genes enriched in the neonatal stage showed a gradual increase in expression during embryogenesis with peak expression levels observed at the neonatal stage and then showing a gradual decline. Conversely, genes enriched in the adult stage showed a progressive increase during the developmental and neonatal stages with the highest levels of expression in the adult stage (Fig. 2b).

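Over the 221 genes of the Adult cluster, the mean Z-score of log2(FPKM + 1) rose from -1.52 ± 0.29 (SD over genes) at E14.5 to -0.57 ± 0.34 at E16.5, -0.09 ± 0.35 at E18.5 and 0.36 ± 0.36 at P5. It was 0.89 ± 0.27 at 4wk and 0.93 ± 0.27 at 12wk. The highest mean was at 4wk for 107 of these genes, at 12wk for 103 and at P5 for 11, and 145 rose at every step from E14.5 to P5. In the Mature Adult cluster (246 genes) the mean Z-score stayed between -0.46 and -0.13 up to 4wk and was 1.69 ± 0.25 at 12wk. In the Young Adult cluster (137 genes) it was 1.51 ± 0.35 at 4wk and -0.25 ± 0.7 at 12wk. The paper describes a progressive increase of the adult genes through development with the highest expression in the adult stage.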

**Fig. 2:**
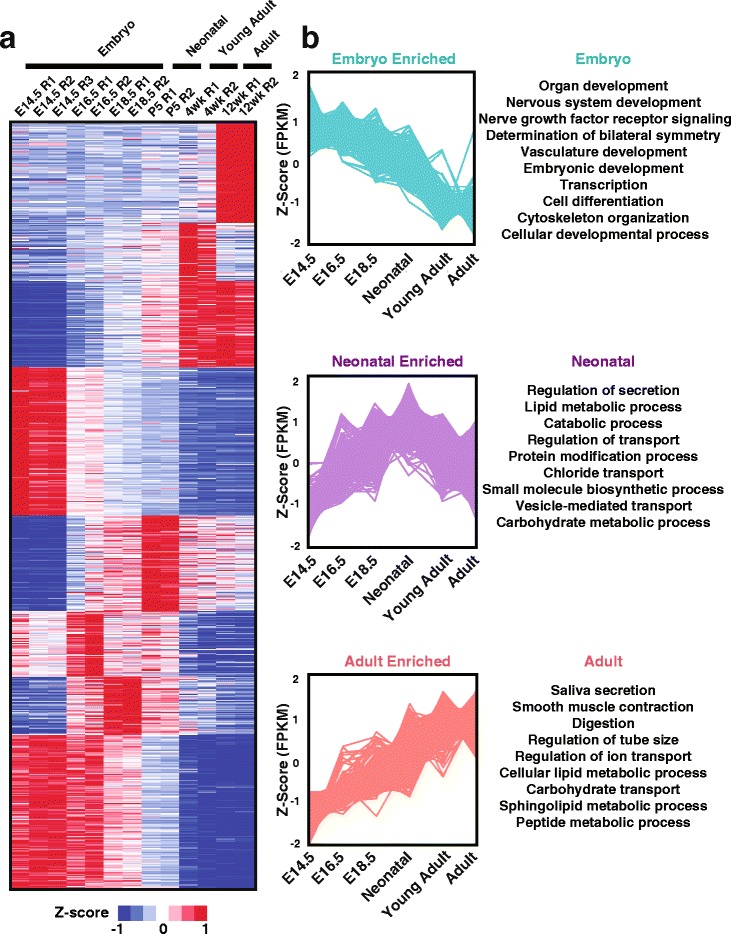
Cluster analysis of the salivary gland developmental profile. **a** Z-scores for each of the 1924 genes were calculated and used as input for gene-wise K-Means clustering analysis (k = 8, 1000 repetitions). This analysis, visualized as a heatmap, depicts enrichment of genes at both specific development time points and general developmental stages (embryo, neonatal and adult). **b** Visualization of the gene Z-scores from the general developmental stage enriched clusters depicts unique time-dependent patterns of expression. In general, this analysis has identified genes that have peak expression in the defined developmental stages. Also show are selected enriched GO-Annotations for each developmental stage gene cluster (BiNGO, Hypergeometric Test, FDR < 0.1)

Gene Ontology (GO) analysis of the developmental stage-specific gene profile identified overrepresentation of genes associated with specific functions, indicating the existence of distinct biological processes occurring during embryonic, neonatal and adult stages of salivary gland development. A closer examination of genes that were uniquely expressed during embryogenesis revealed specific enrichment of biological pathways associated with organ, embryonic and vasculature development, cell differentiation, and transcription - all of these biological processes are associated with organ morphogenesis (Fig. 2b). 

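The gene sets of the ontology terms are not in the files analysed here, and axon guidance ligands and receptors, a family chosen by symbol, stand for a part of nervous system development. Of 60 such genes among the 14650 tested, 16 were in the embryonic clusters of Table S1, where 4.4 were expected by chance (ratio 3.66, Fisher's exact test, adjusted p = 1.1e-05). In the list of 5567 genes higher in the 7 embryonic than in the 4 adult samples, 37 of them were found (ratio 1.62, exact test, adjusted p = 0.00034). Median-of-ratios rescaling, tried here after seeing the data, left 29 of them in a shorter list of 2147 genes (ratio 3.3, exact test, adjusted p = 1.6e-09). The paper reads the enrichment of nervous system terms as a feature of the gland during embryogenesis.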

Interestingly, we also observed specific enrichment in both nervous system development and nerve growth factor receptor signaling in salivary glands during embryogenesis. This is in good agreement with studies demonstrating the critical role of the parasympathetic nervous system during salivary gland organogenesis [20–22]. Genes specifically enriched in the neonatal stage also revealed association with interesting biological terms including regulation of secretion, lipid metabolic processes, catabolic processes, chloride transport, protein modification, and vesicular transport - all of which have been shown to play a role in secretory cell differentiation [24–26, 28–32]. 

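Solute carriers, which move ions and sugars across membranes, were tested as a family in the adult clusters of Table S1. Of 257 solute carriers among the 14650 tested genes, 30 were in these clusters, where 10.6 were expected by chance (ratio 2.83, Fisher's exact test, adjusted p = 1.1e-06). The 818 genes higher in the 4 adult than in the 7 embryonic samples held 41 of them. Slc12a2 went from an embryonic to an adult level with a log2 fold change of 1.94 (standard error 0.42, limma adjusted p = 0.00082). It was at 104.2 ± 8.93 FPKM (SD, n = 2) at P5, peaked at 181.4 ± 3.19 at 4wk and was at 110 ± 26.3 at 12wk. Its log2 fold change moved most with median-of-ratios rescaling, to 2.87. Sets for saliva secretion and digestion are not in the files analysed here. The paper relates the pathways of the adult stage to functions of the salivary gland.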

Finally, analysis of the adult stage identified enriched biological pathways associated with salivary gland specific functions including saliva secretion, digestion, and ion and carbohydrate transport [25, 28, 33–35]. 

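Markers of myoepithelial and smooth muscle cells, 13 genes listed before the processed files were seen, were averaged as log2(FPKM + 1) in each sample. The mean was 5.07 and 4.75 in the 12wk samples and 4.29 and 4.46 in the 4wk samples. It was 4.73 and 4.82 at P5, 4.73 and 4.72 at E18.5, 4.13 and 4.49 at E16.5, and 3.6, 3.6 and 3.68 at E14.5. This mean joins genes that rose with genes that fell. Myh11 went from 10.1 and 8.71 FPKM at E18.5 to 69.9 and 63.4 at 12wk, and Cnn1 from 22.6 and 29.1 to 75.3 and 55.3. Trp63 went from 6.7 and 6.28 FPKM to 3.19 and 2.74, and Krt14 from 49.4 and 57.7 to 38.8 and 30.8. From the enrichment of smooth muscle contraction among adult genes, the paper reasons that it fits the myoepithelial cells that expel saliva.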

We also identified smooth muscle contraction as an enriched biological pathway in the adult SG (Fig. 2b), which fits very well with the existence of myoepithelial cell populations that are important for glandular contraction and expulsion of saliva. Taken together, the GO analysis, confirms the validity and the possible functional significance of our SG developmental stage-specific gene expression profile [36–38].

Since our analysis of the broad gene-enriched profile of embryonic, neonatal and adult salivary gland revealed interesting facets of its biology, we wondered if further in-depth parsing of the datasets could provide more detailed insights into salivary gland maturation, particularly in the embryonic stages. Hence, we next evaluated the transcriptomic activities from E14.5 to E18.5 to identify genes and pathways that may be critical during the early stages of salivary gland organogenesis and development. Of the 1924 comparatively differentially expressed developmental specific genes we identified, 1064 of them were specifically enriched during embryogenesis (Additional file 7: Table S1 and Fig. 3a, respectively). 

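The sheets of Table S1 named E14.5, E16.5, E18.5 and Embryo list 387, 126, 146 and 409 genes, together 1068, of which the files list 1067 under the same name. In the union of genes re-derived from the files, 97 of 386 E14.5 genes (25.1%), 51 of 126 E16.5 genes (40.5%), 48 of 146 E18.5 genes (32.9%) and 117 of 409 Embryo genes (28.6%) were present. Called in the other direction, 164 genes were higher at E14.5, E16.5 or E18.5 than at each of the 5 other time points, and 134 of them were in Table S1. A pseudocount of 0.1 raised the share of all Table S1 genes in the union from 37.3% to 69.4%.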

A closer analysis revealed that the greatest number of differentially expressed genes occurred at E14.5, at a stage when the gland is undergoing rapid proliferation and has embarked upon a dynamic and elaborate program of branching morphogenesis. 

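Higher expression than at each of the 5 other time points was found for 100 genes at E14.5, 46 at E16.5 and 18 at E18.5 (limma on log2(FPKM + 1), with the criteria of the profile). Of the 100 genes, 87 were in the E14.5 cluster of Table S1, and likewise 31 of the 46 and 16 of the 18 were in the clusters of their time points. The E14.5 time point had 3 samples and the others 2, which gives its comparisons a smaller standard error. Without any 1 sample, between 82 and 132 genes were higher at E14.5, between 33 and 67 at E16.5, and between 13 and 28 at E18.5. With median-of-ratios rescaling 66 genes were higher at E14.5, and with a pseudocount of 0.1 there were 199. The methods of the paper compare each time point with subsequent ones. With later time points only, the alternative that moved the numbers most, 100 genes were higher at E14.5, 214 at E16.5 and 391 at E18.5, which reverses their order. With the replicate block from the labels the numbers were 118, 34 and 18, at the same check of the pairing as for the whole profile (-0.016 against 0.012). The paper sets the large number at E14.5 beside the rapid proliferation and branching of the gland at this stage.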

While the E14.5 functional analysis demonstrated broad developmental processes including salivary gland morphogenesis, exocrine system development, epithelium development, axonogenesis and axon guidance, we also observed selective enrichment in biological processes specific to the developmental programs that are at play at this critical time point during morphogenesis. For instance, in agreement with the burgeoning branching morphogenesis that takes place at E14.5, genes involved in pathways specific to epithelial development, branching morphogenesis, and salivary gland cavitation were overrepresented (Fig. 3b). Indeed, both branching and cavitation are critical for the proper development of the tubular network necessary for the transport of saliva to the oral cavity [7, 8, 23, 39, 40]. While some degree of overlap was observed between E14.5 and E16.5 in processes involving cell differentiation and organ development, we did identify unique biological functions related to muscle function at E16.5. 

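Of the 46 genes higher at E16.5 than at each of the 5 other time points, 31 were in the E16.5 cluster of Table S1. A list of 24 skeletal muscle markers and another of 13 myoepithelial and smooth muscle markers were written before the processed files were seen. The 46 genes held 6 of the skeletal muscle markers and 0 of the myoepithelial and smooth muscle markers. The list leaves out genes that stay as high at later ages, so the 0 cannot speak against myoepithelial cells that persist. Averaged as log2(FPKM + 1), the skeletal muscle markers were at 3.72 and 4.37 in the E16.5 samples, against 3.76, 2.81 and 2.6 at E14.5 and 0.58 and 1.27 at E18.5. The myoepithelial and smooth muscle markers were at 4.13 and 4.49 at E16.5, 3.6, 3.6 and 3.68 at E14.5, and 4.73 and 4.72 at E18.5. Without any 1 sample, between 33 and 67 genes were higher at E16.5, and counting only later time points raised the number to 214. From the muscle terms enriched at E16.5, the paper reasons to functions of myoepithelial cells.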

Interestingly, we found specific enrichment in pathways involving muscle structure, muscle tissue development and regulation of muscle contraction, properties intimately associated with functions of the myoepithelial cells [41, 42] (Fig. 3c). These findings are in good agreement with a previous study demonstrating the emergence of a myoepithelial cell population in the salivary gland at E16.5 [4]. 

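At E18.5, 18 genes were higher than at each of the 5 other time points by limma on log2(FPKM + 1), and none were lower. The E18.5 cluster of Table S1 held 16 of them. Of its 146 genes, 101 had their highest mean at E18.5, 24 at P5 and 21 at E16.5. The mean Z-score of this cluster was -0.75 ± 0.72 (SD over genes) at E14.5, 0.54 ± 0.41 at E16.5, 1.11 ± 0.38 at E18.5, 0.45 ± 0.48 at P5 and -0.93 ± 0.55 at 12wk. When only later time points were compared, the number of genes higher at E18.5 rose to 391. The gene sets behind the metabolic terms are not in the files analysed here. From those terms, the paper reasons to functions of the gland at E18.5.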

Finally, our analysis at E18.5 uncovered several biological pathways enriched for a variety of salivary gland specific functions including metabolic processes (Fig. 3d). More specifically we observed over representation of metabolic processes important in amino acid metabolism and small molecule metabolism. We also identified pathways involved in transport and proteolysis all of which have been shown to play roles in salivary gland biology and secretion [43–47]. Taken together, our analysis suggests that the underlying global transcriptomic profile mirrors the distinct developmental stages of the embryonic SG as highlighted by branching morphogenesis (E14.5), myoepithelial development (E16.5) and secretory cell development (E18.5).

**Fig. 3:**
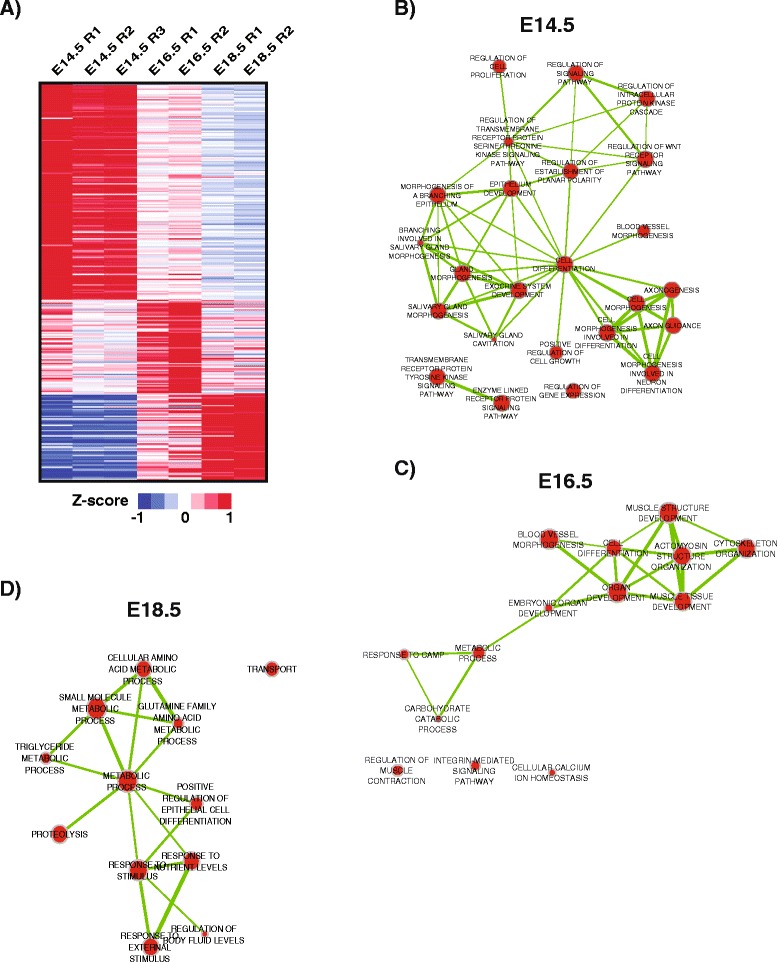
Enriched biological process networks during embryogenesis. **a** Heatmap visualization of the Z-scores from the 1064 genes identified in the embryo specific (E14.5, E16.5, E18.5) clusters generated from the analysis in Fig. 2. **b**–**d**) Network visualization of selected top enriched biological processes (BiNGO, Hypergeometric Test, FDR < 0.1) at E14.5, E16.5 and E18.5. The networks were assembled by CytoScape tool EnrichMap, using an organic layout. The node size represents the number of genes assigned to a biological process and edge width (*green line*) is proportional to the number of overlapping genes between two nodes

### Meta-analysis of mouse tissue RNA-seq expression data

Our salivary gland RNA-seq datasets offered a wealth of in-depth information regarding the transcriptomic repertoire of this tissue. We rationalized that although many of the genes and pathways are common to SG and numerous other tissues and organs, there might exist some genes/pathways that are enriched for in expression and possibly function in the SG. To probe this further, we examined RNA-seq data for 24 adult organs and tissues generated by the mouse ENCODE consortium [48], and compared the overall gene expression profiles with those from the adult SG described in this study. For this purpose, we generated a pairwise Pearson Correlation matrix using the top 1500 genes with the highest median absolute deviation. This, we reasoned, would allow us to identify genes with the most dynamic range of expression across all tissues. Our analysis revealed a clear separation of organs based on gene expression with the salivary gland clustering more closely with exocrine organs such as the pancreas and organs rich in stratified epithelial tissues including the skin, bladder and placenta (Fig. 4, green box). The organ-specific segregation patterns were not a result of using a stringent cutoff of the top 1500 genes, since a pairwise Pearson Correlation matrix using a larger set of 19,272 genes, yielded similar results with the salivary gland continuing to cluster closely with the pancreas, skin, bladder and placenta (Additional file 2: Figure S2, green box). A similar hierarchical clustering analysis also revealed a select list of genes that are similarly expressed between the salivary gland and the closely related four organs identified above (Additional file 3: Figure S3A and Additional file 7: Table S2) and those that are exclusive to the two exocrine glands; the salivary gland and pancreas (Additional file 3: Figure S3B and Additional file 7: Table S3). Interestingly, the transcriptomic identity of the mouse salivary gland was quite distinct from the mammary gland, another glandular tissue. We suspect this is due to the fact the secretory activity of the mammary gland is limited only during parity and lactation rather than the virgin state, from which the RNA-seq data was obtained. In contrast, tissues representing specific brain regions such as the cerebellum and the mouse testis were surprisingly clustered close to the group containing the salivary gland and the four aforementioned organs – the significance of this finding is unclear and worthy of future exploration. Taken together, our findings demonstrate that at the broader global transcriptomic level, the salivary gland most closely resembles tissues and organs with similar morphological and functional characteristics.

**Fig. 4:**
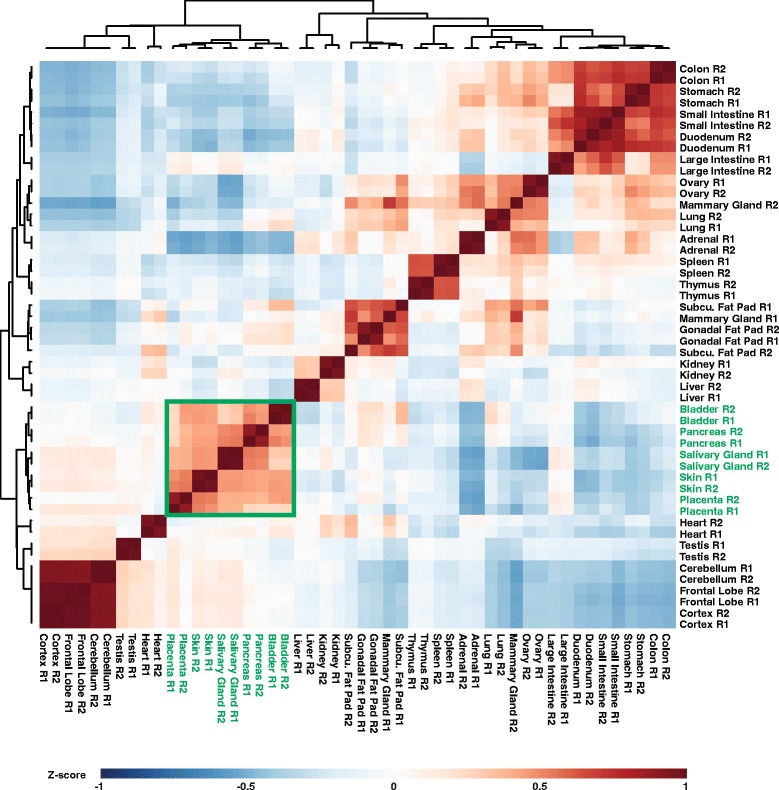
Hierarchical clustering of mouse tissues. FPKM values from the top 1500 genes with the highest median absolute deviation were used to cluster adult mouse tissues (Pearson Correlation, Average Linkage). The resulting heatmap shows that the salivary gland clusters closely with the pancreas, skin, bladder and placenta (*green box* and *text*)

Having obtained a global gene expression profile of the salivary gland, we next wondered if we could derive an adult salivary gland specific molecular signature that is constituted by genes that show a distinct expression profile and hence are likely to be more relevant and important in salivary gland biology. Towards this end, we next compared gene expression levels across all adult mouse organs and tissues and identified 174 genes that were specifically enriched in the salivary gland and thus represented a potential salivary gland gene signature (Fig. 5a and Additional file 7: Table S4). 

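The other tissues of this comparison are not in the files analysed here, so the 174 genes of Table S4 are reported by their expression in the 12wk samples. At 12wk, 173 of them were at 1 FPKM or more as the mean of both replicates, 171 in replicate 1 alone and 172 in replicate 2 alone. With a threshold of 10 FPKM, the alternative that moved the count most, 143 remained. Their median was 44.67 FPKM, and 29 genes were above 1000 FPKM. Between the replicates, 9 genes were more than 4 times apart, and all 9 were higher in replicate 2. From embryo to adult, 102 of the 174 were called higher and 0 lower by limma, and 85 were also in Table S1. The paper takes the genes enriched over all other adult tissues as a potential salivary gland signature.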

To gain a better understanding of the underlying biological functions and pathways associated with the adult salivary gland gene signature, we utilized ClueGO [49], which is a functional gene ontology analysis tool that integrates several gene-set enrichment databases, including the Kyoto Encyclopedia of Genes and Genomes (KEGG), REACTOME pathway database annotations, and the GO Consortium database, to create a comprehensive GO/pathway term network [49]. This analysis not only highlighted the close association of the signature to exocrine and salivary gland development but also identified enrichment in biological processes related specifically to protein export, protein processing and localization to the endoplasmic reticulum, all of which are quite relevant for proper salivary gland function (Fig. 5b). Interestingly, we also observed pathway enrichment specific to mucin biosynthesis – this is in good agreement with the established roles of mucins in salivary gland biology that includes their role as a first line of defense against microbial infection and their important contributions to various biophysical properties of saliva such as viscoelasticity [50, 51].

**Fig. 5:**
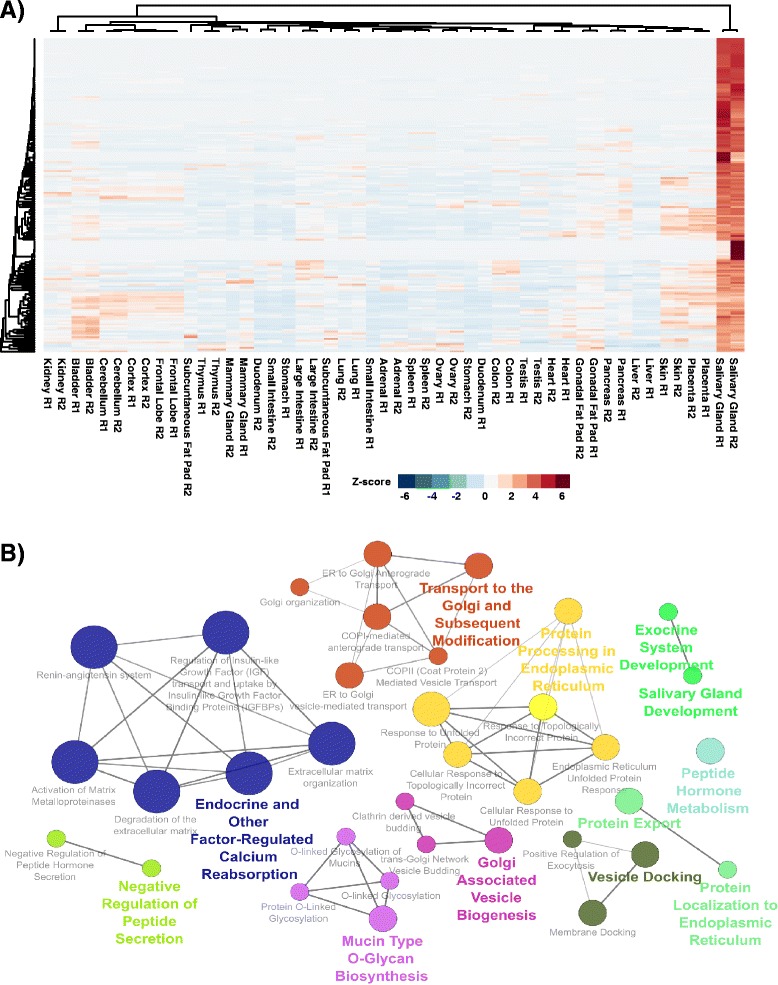
Visualization of the tissue specific salivary gland gene signature. **a** Hierarchical Clustering (Pearson Correlation, Average Linkage) of the gene expression values selected from the tissue specific salivary gland signature across adult mouse tissues. **b** Network visualization of enriched pathways (GO/REACTOME/KEGG) in the gene signature was performed by ClueGO analysis

We next sought to identify a cohort of transcription factors, which are selectively enriched in our SG gene signature. Based on the crucial regulatory role transcription factors play in driving tissue-specific gene expression, we reasoned that this analysis may aid in identifying novel transcriptional regulators which may be important in salivary gland biology. To ensure robust coverage, we first compiled a comprehensive mouse transcription factor list using databases from both RIKEN [52] and UniProtKB and then searched for transcription factors which are represented in our mouse adult salivary gland gene signature. 

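The regulators of Fig. 6a reported here ranged in the 12wk samples from Foxi2 at 1.602 ± 0.0388 FPKM (SD, n = 2) to Ehf at 178.2 ± 18.1 FPKM (SD, n = 2). Ascl3 was at 19.73 ± 0.561 FPKM (SD, n = 2), Bhlha15 at 150.6 ± 23.1 and Tfcp2l1 at 109.8 ± 5.61 FPKM. From embryo to adult, Ascl3 changed most, with a log2 fold change of 3.68 (standard error 0.33, limma adjusted p = 3.8e-07). Bhlha15 followed Esrrg (3.49, standard error 0.41, limma adjusted p = 3.8e-06) with 3.1 (standard error 0.93, limma adjusted p = 0.0079). Six4 fell by 0.52 (standard error 0.17, limma adjusted p = 0.015) on the log2 scale. Sdcbp had a log2 fold change of 0.01 (standard error 0.15, limma adjusted p = 0.97). Rescaling by median-of-ratios factors moved all of these upward and turned Six4 to 0.21 and Sdcbp to 0.95 (limma adjusted p = 0.00052 for Sdcbp). Enrichment over other tissues, by which the paper selected these genes, cannot be computed from the files analysed here.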

Our analysis uncovered 15 transcriptional regulators (Fig. 6a and Additional file 7: Table S4). Of these transcription factors, Ascl3 [53, 54], Bhlha15 (Mist1) [55, 56], Tfcp2l1 (Cp2l1) [57] and Six1 [58] have been previously reported to play a role in salivary gland development and function. 

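Elf5 (chromosome 2, 103251845 to 103291146 in mm9) was at 67.93 ± 0.651 FPKM (SD, n = 2) in the 12wk samples, rank 636. Ehf (chromosome 2, 103103590 to 103143435) was at 178.2 ± 18.1 FPKM (SD, n = 2), rank 242. Elf5 rose from 29.74 ± 13.8 FPKM (SD, n = 3) at E14.5 to 55.07 ± 0.0856 at E16.5 and 65.63 ± 1.7 at E18.5, and was at 53.7 ± 1.18 at P5 and 80.61 ± 1.98 at 4wk. Ehf was at 57.82 ± 23.1 FPKM (SD, n = 3) at E14.5, 150.2 ± 20.9 at E16.5, 239.1 ± 13.1 at E18.5, 152.8 ± 11.8 at P5 and 169.1 ± 11.8 at 4wk. From embryo to adult, Elf5 had a log2 fold change of 0.77 (standard error 0.33, limma adjusted p = 0.044) and Ehf of 0.64 (standard error 0.45, limma adjusted p = 0.21), both below the threshold of 1. With median-of-ratios rescaling, which moved them most, these were 1.71 and 1.58. The paper describes both Ets factors as highly expressed in the gland, with a function there that is still unknown.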

Our analysis also unearthed Elf5 [59] and Ehf [60], two members of the Ets family of transcription factors, which are highly expressed in the salivary gland yet their specific function, if any, in salivary gland biology remains unknown. 

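Eaf2 (chromosome 16, 36792970 to 36875089 in mm9) was at 6.022 ± 0.125 FPKM (SD, n = 2) in the 12wk samples and at 4.193 ± 3.24 at 4wk, where the replicates differed widely. It was at 0.8745 ± 0.0963 FPKM (SD, n = 3) at E14.5 and 3.223 ± 0.187 at P5. Its log2 fold change from embryo to adult was 1.13 (standard error 0.3, limma adjusted p = 0.0035). Foxi2 (chromosome 7, 142602050 to 142605298) was at 1.602 ± 0.0388 FPKM (SD, n = 2) at 12wk, rank 10174, and at 0.01816 ± 0.0203 FPKM (SD, n = 3) at E14.5. Its log2 fold change was 1.17 (standard error 0.17, limma adjusted p = 2.1e-05), and a pseudocount of 0.1 moved it most, to 2.84. The paper names both as factors not yet studied in the salivary gland.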

Moreover, we identified several other factors including Eaf2 and Foxi2 neither of which has been previously studied in the context of salivary gland biology. The high expression of some of these transcription factors in salivary glands was also confirmed using publicly available datasets provided through the Salivary Gland Molecular Anatomy Project (Additional file 4: Figure S4). In addition to the list of transcriptional regulators that were specifically enriched in our salivary gland gene signature, there were several other genes and gene family members that are both over-represented and likely or known to be associated with salivary gland biology (see heat map Fig. 6b). This included genes belonging to the secretoglobin (SCGB) gene superfamily, which encode for small secretory proteins found in high concentrations in secretions from various organs including the lacrimal and salivary glands [61]. 

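Scgb1b27 was the highest of all genes at 12wk, at 82760 ± 883 FPKM (SD, n = 2). Scgb2b27 was at 36510 ± 6470 FPKM, rank 4, Scgb2b26 at 7541 ± 2940, rank 18, and Scgb1b30 at 289 ± 122, rank 145. Scgb1b27 had been at 47.34 ± 0.457 FPKM (SD, n = 3) at E14.5, 9590 ± 78.8 at P5 and 170200 ± 8620 at 4wk. Its E14.5 value was above the 3.126 FPKM at E16.5, and reads of adult libraries were not excluded as its source. In adult against embryo, the log2 fold changes of the 4 genes were between 8.78 and 12.03, with limma adjusted p from 6.5e-10 to 3.8e-08. A pseudocount of 0.1 moved Scgb1b30 the most of them, from 8.78 to 10.93. Of 12 secretoglobins tested, 7 were among the genes higher in the adult (ratio to expectation 10.45, Fisher's exact test, adjusted p = 2.7e-06). These genes have close copies, and reads that map to several of them were not counted. The paper places them among genes whose products are abundant in secretions.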

In addition, we observed selective enrichment in genes belonging to the Kallikrein (KLK) family that encode for proteins which function as serine peptidases. 

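Of 14 kallikrein 1-related peptidases tested, 13 were higher in the 4 adult than in the 7 embryonic samples, 16.63 times the number expected by chance (Fisher's exact test, adjusted p = 5e-15). The 12 Klk1b genes of Fig. 6b were at 1314 ± 178 (Klk1b24) to 27690 ± 1170 FPKM (Klk1b9) at 12wk (SD, n = 2), and their ranks were between 6 and 35. Klk1b9 (chromosome 7, 51231431 to 51235746 in mm9) was at 12.41 ± 1.26 FPKM (SD, n = 2) at P5 and at 10410 ± 3220 at 4wk. All 12 were higher at 12wk than at each of the 5 other time points. Their log2 fold changes from embryo to adult were between 9.22 and 11.51, with limma adjusted p from 3.5e-11 to 5.8e-09. With the paper's Table S1 clusters as the lists the ratio was 22.52. Median-of-ratios rescaling, tried for families after seeing the data, moved it most, to 7.26 with 14 of the 14 genes in a longer list. The Klk1b genes are near-identical copies, so the split of reads between them is uncertain. The paper describes the family as selectively enriched in the gland.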

While a major function of this family of proteins have been associated with blood pressure regulation and skin homeostasis, some studies suggest that these enzymes may play a role in cell proliferation, cell survival and wound healing [62]. 

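At 12wk, Dcpp1 was at 1536 ± 1300 FPKM (SD, n = 2), Dcpp2 at 673.8 ± 746 and Dcpp3 at 252.4 ± 235. Replicate 2 held more of each, with 2459 against 613.9 FPKM for Dcpp1, 1202 against 146 for Dcpp2 and 418.3 against 86.4 for Dcpp3. The levels were higher before, at 7456 ± 2090 FPKM (SD, n = 2) for Dcpp1 at E18.5, 10780 ± 791 at P5 and 5534 ± 379 at 4wk. In adult against embryo, only Dcpp2 passed both thresholds, with a log2 fold change of 4.34 (standard error 1.82, limma adjusted p = 0.043). With the replicate block from the labels it was 4.29 (limma adjusted p = 0.063), where the check of the pairing gave mean correlations of -0.016 for equal and 0.012 for unequal numbers. Dcpp1 had 2.24 (standard error 1.35, limma adjusted p = 0.15) and Dcpp3 2.05 (standard error 1.87, limma adjusted p = 0.33). The 3 genes are close copies on chromosome 17, so their values are uncertain. Leaving out single samples moved the log2 fold change of Dcpp3 between 1.02 and 3.43. The paper reads their levels in the adult gland, against other tissues, as elevated.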

Finally, we also observed elevated levels of genes belonging to the Demilune Cell and Parotid Protein (DCPP) family, which are a family of genes thought to possess antimicrobial activity [63]. We posit that many of these genes unearthed by our systems biology based approach are likely to be strong candidates for various physiological functions associated with mouse salivary glands.

**Fig. 6:**
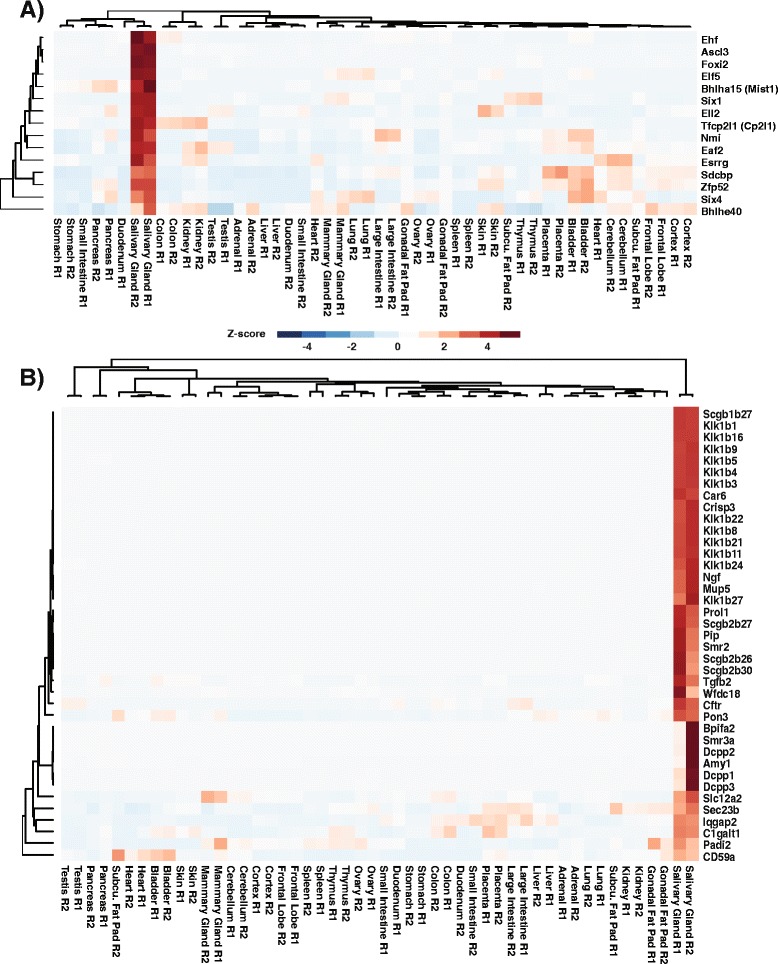
Visualization of selected members of the tissue specific salivary gland gene signature. **a** Hierarchical cluster analysis of the enriched transcription factors identified in the gene signature. **b** Hierarchical cluster analysis of enriched genes identified in the signature and which have been shown to play a role in salivary gland biology

### Evolutionarily conserved expression map between human and mouse salivary gland

Mouse models have served a valuable role in elucidating molecular mechanisms of physiological and pathological processes in the salivary gland. It is likely that the genetic interplays and gene regulatory networks that underlie these processes are mostly conserved between mouse and human. To examine this we next asked if there were any commonalities in the salivary gland specific gene signature between mouse and human. Towards this end, we mined the publicly available transcriptome database for human tissues and organs generated by the Human Protein Atlas (HPA) project (Illumina-based RNA-seq) and the FANTOM5 consortium (Heliscope-based CAGE (Cap Analysis Gene Expression)). To make proper comparisons, we only chose representative human tissue samples for which the corresponding data was available for the mouse tissues. Upon examination of the Human Protein Atlas (HPA) samples, we found that of the 126 human genes that were homologous to the mouse, 45 genes (~36%) showed enrichment in the human salivary gland as compared to the 16 other tissues analyzed (Fig. 7a, Additional file 5: Figure S5 and Additional file 7: Table S5), thus recapitulating the tissue-restricted patterns of expression observed from our mouse tissue analysis. One possible caveat to this comparison is that for the HPA dataset, there is limited information about the salivary gland, specifically its subtype or the age of the donor. The CAGE tissue transcriptome from RIKEN on the other hand, contained not only representative adult human submandibular glands but also parotid glands thus allowing a more equitable comparison. Upon hierarchical clustering of the processed CAGE data (see methods for details), the preservation of the mouse tissue specific signature was distinctly more robust, with 82 genes (~65%) showing cross-species conservation based on shared levels of salivary gland specific gene enrichment (Fig. 7b, Additional file 6: Figure S6 and Additional file 7: Table S6). Taken together, our analysis point to a conserved network of crucial genes and pathways that regulate common physiological processes in mouse and human SG and underscores the overall value and usefulness of mouse genetic models to study this tissue.

**Fig. 7:**
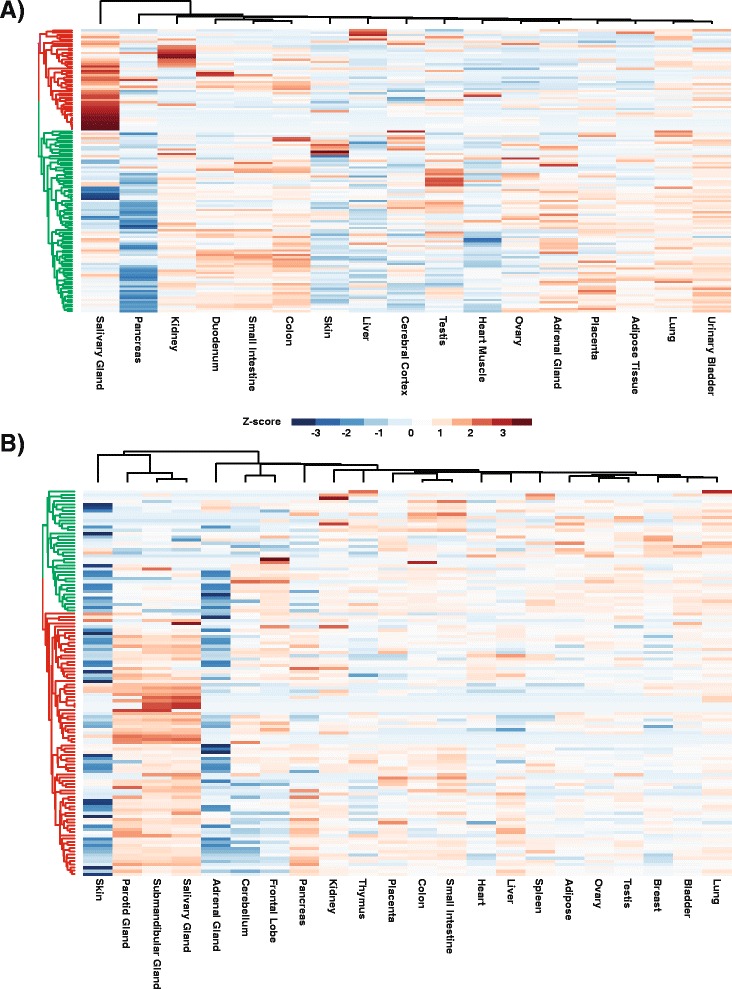
Preservation of the tissue specific salivary gland gene signature in human tissues. **a** Hierarchical clustering of human tissues using averaged FPKM values (Human Protein Atlas RNA-seq Experiments) of the genes from the tissue specific salivary gland gene signature with human-mouse homology. The *red colored dendrogram* highlights the genes (45/126) that are preserved in the tissue specific enrichment observed in the mouse expression analysis. **b** Hierarchical clustering of human tissues using the Cap Analysis Gene Expression (CAGE) data, represented by log2 transformed DESeq2 median normalized TSS tag counts using the same gene signature as in panel A, with 82 genes showing cross-species conservation (*red colored dendrogram*)

## Discussion

Proper organ development requires remarkably intricate and complex biological processes that rely on spatially and temporally controlled gene expression programs. This paradigm is quite apparent in the case of the submandibular salivary gland, which undergoes a dynamic process of morphogenesis during embryogenesis and further specification and functional maturation after birth. In order to better understand the molecular underpinnings and identify novel and unique genes that may play important roles in salivary gland biology, here we have performed genome wide expression profiling of the mouse salivary gland during various stages of development and adult. In addition to generating stage-specific gene expression profiles of the submandibular salivary gland, we have also utilized sophisticated computational tools and leveraged the large ENCODE and FANTOM based data sets to obtain a systems biology driven perspective on this complex organ.

We have focused our studies on 3 different embryonic time points during which the salivary gland undergoes tremendous growth and morphological changes including branching morphogenesis, cyto-differentiation and lumenization. As expected, these changes are associated with distinct alterations in the gene expression profile of critical regulatory factors and pathways, some of which are likely to be critical drivers of the developmental processes. Our analysis has led to the identification of a stage-specific and more broadly embryonic-specific gene expression profile, which can serve as a starting point in identifying new players that may be important in salivary gland development. For example after mining our embryo enriched dataset, we identified several genes which showed peak expression levels very early during salivary gland morphogenesis and then declined over the course of late embryonic development and into adult. 

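Of the 386 genes in the E14.5 cluster of Table S1, 381 had their highest mean at E14.5, and 357 fell at each embryonic step. The mean Z-score over this cluster went from 1.52 ± 0.28 (SD over genes) at E14.5 to 0.5 ± 0.31 at E16.5, 0.06 ± 0.31 at E18.5, -0.17 ± 0.32 at P5, -0.9 ± 0.3 at 4wk and -1.01 ± 0.35 at 12wk. In the Embryo cluster, 242 of 409 genes had their highest mean at E14.5. By limma, 100 genes passed the thresholds at E14.5 against each of the 5 other time points, and 199 did with a pseudocount of 0.1. From this decline, the paper concludes that a set of genes peaks very early in morphogenesis.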

While several of the highly differentially expressed genes at E14.5 have been implicated in axonal guidance such as Unc5d [64] and Tubb2b [65], we also identified additional genes from this group that may be interesting for future follow up studies including Scube1 [66] and Dlx1 [67], both of which have been implicated in craniofacial development but not in salivary gland biology. 

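Unc5d (chromosome 8, 29757189 to 30329810 in mm9) was at 1.906 ± 1.47 FPKM (SD, n = 3) at E14.5 and 0.1668 ± 0.0221 at E16.5. Its mean was at most 0.07008 FPKM at each time point from E18.5 on. Tubb2b (chromosome 13, 34218877 to 34222223) fell from 53.68 ± 24.5 FPKM (SD, n = 3) at E14.5 to 25.37 ± 2.03 at E16.5, 15.72 ± 1.01 at E18.5 and 9.505 ± 3.83 at P5. It was at 1.66 ± 0.703 at 4wk and 2.885 ± 0.742 at 12wk. Scube1 (chromosome 15, 83433013 to 83555451) went from 8.106 ± 7.71 FPKM (SD, n = 3) to 1.65 ± 0.376 at E16.5 and 0.2456 ± 0.159 at 12wk. Dlx1 (chromosome 2, 71366170 to 71372038) went from 2.47 ± 0.409 FPKM (SD, n = 3) to 1.311 ± 0.0542 at E16.5 and 0.01266 ± 0.0179 at 12wk. Much of the spread at E14.5 came from replicate 1, which was at 3.606 FPKM for Unc5d against 1.005 and 1.108, and at 17.01 FPKM for Scube1 against 3.57 and 3.735. Unc5d and Scube1 passed the limma thresholds at E14.5 against all 5 other time points, with smallest log2 fold changes of 1.205 and 1.47 and largest adjusted p of 0.01603 and 0.05008. Tubb2b and Dlx1 did not, since their smallest log2 fold changes were 0.9669 and 0.5795. In adult against embryo the log2 fold change was -3.28 for Tubb2b (standard error 0.38, limma adjusted p = 3.7e-06) and -1.19 for Dlx1 (standard error 0.25, limma adjusted p = 0.0006), and a pseudocount of 0.1 moved that of Dlx1 most, to -3.16. Of these genes peaking at E14.5, the paper proposes Scube1 and Dlx1 for follow up. It describes Unc5d and Tubb2b as implicated in axonal guidance.

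**Figure D3:**
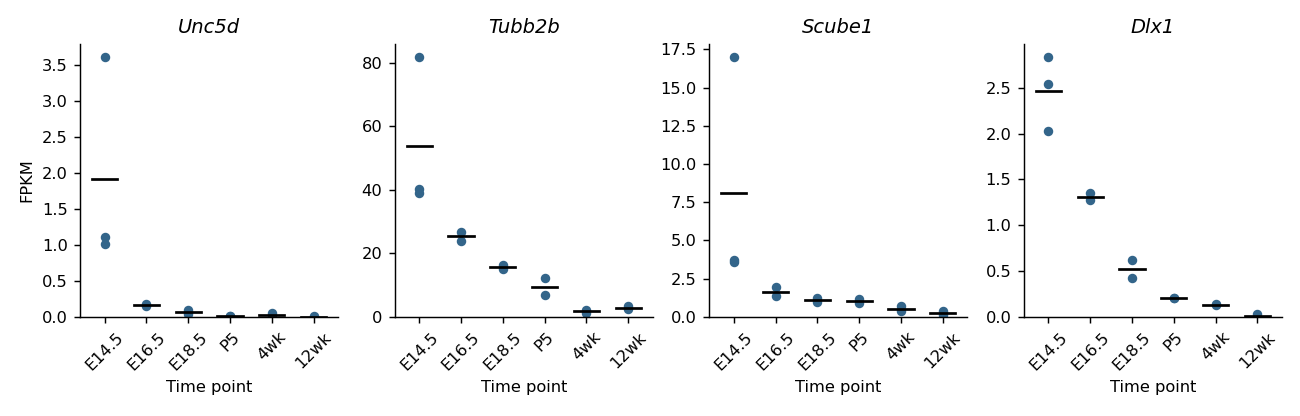
FPKM of Unc5d, Tubb2b, Scube1 and Dlx1 in each of the 13 samples by time point, with a point for each sample and a line for the mean. All 4 genes have their highest mean at E14.5, where replicate 1 of Unc5d (3.606 FPKM) and of Scube1 (17.01 FPKM) lies apart from the other 2 samples.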

Needless to say, RNA-seq based analysis similar to those described in this work can be further extended to additional time points during mouse embryogenesis, in particular at stages earlier than E12.5 during which the salivary gland fate is being established.

Our RNA-seq based experiments not only allowed us to generate a broad transcriptomic map of the postnatal salivary gland, but also yielded interesting insights into the continued salivary gland development and maturation processes that occur after birth. Indeed, our analysis demonstrated elevated expression levels of genes important in secretory cell differentiation during early postnatal development further highlighting the sustained cellular differentiation programs that continue after birth. In contrast, at ~12 weeks the adult salivary gland is enriched for genes that serve valuable functional roles in this organ. Among these, we identified Amy1 as one of the most highly expressed genes, which is in good agreement with the known function of this gene in salivary gland biology and oral health [68]. 

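Amy1 (chromosome 3, 113258628 to 113309617 in mm9) was at 3492 ± 4050 FPKM (SD, n = 2) at 12wk, rank 26 of all genes in the file. The replicates were at 625.1 FPKM, rank 55, and 6360 FPKM, rank 21, so the SD exceeded the mean. It had been at 1.414 ± 0.206 FPKM (SD, n = 3) at E14.5, 2.408 ± 0.644 (SD, n = 2) at P5 and 10.76 ± 1.07 (SD, n = 2) at 4wk. The E14.5 value was above the 0.2367 FPKM at E16.5, and reads of adult libraries were not excluded as its source. Both 12wk values were above those of all other samples. In adult against embryo, its log2 fold change was 6.53 (standard error 1.34, limma adjusted p = 0.00053), between 4.74 and 7.8 with single samples left out. Of the genes of Fig. 6b, Bpifa2 was also far apart in the replicates, at 3770 and 33790 FPKM, and so was Smr3a, at 1106 and 10420 FPKM. The highest genes at 12wk were Scgb1b27, Prol1 and Pip. From its level at 12wk, the paper counts Amy1 among the most highly expressed genes, in keeping with its known function.

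**Figure D4:**
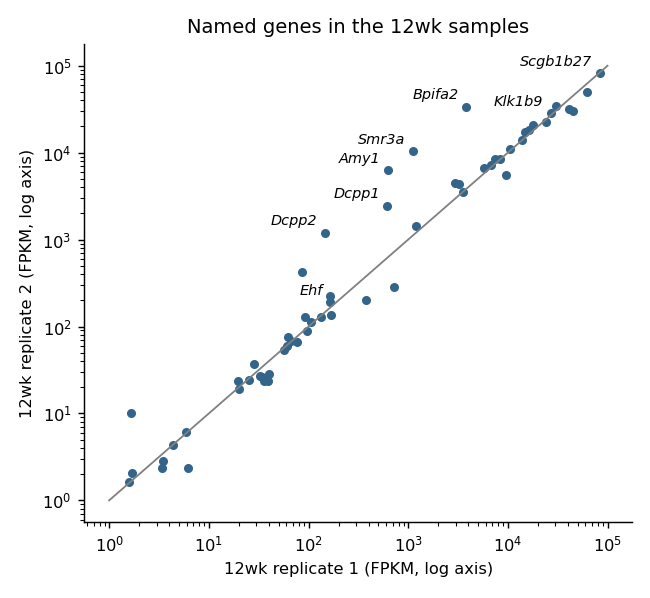
FPKM of 58 of the 66 named genes, those at 1 FPKM or more in both 12wk samples, in replicate 1 against replicate 2 on log axes, with a line where both are equal. Amy1, Bpifa2, Smr3a and the Dcpp genes lie above the line, with Amy1 at 625.1 FPKM in replicate 1 and 6360 FPKM in replicate 2.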

We also observed specific enrichment of the solute carrier family of genes (Slc) which have been shown to be important in fluid and electrolyte secretion in the salivary gland [69].

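Of 257 solute carriers among the 14650 tested genes, 5 were higher at 12wk than at each of the 5 other time points, where 2.6 were expected by chance (ratio 1.91, Fisher's exact test, adjusted p = 0.14). The 12wk list had 149 genes. In the longer list of genes higher in the 4 adult than in the 7 embryonic samples, 41 of the 257 were found against 14.3 expected (ratio 2.86, exact test, adjusted p = 4.1e-09). In the Mature Adult cluster of Table S1, 8 of the 257 were found (ratio 1.85, exact test, adjusted p = 0.092). For the 12wk list, median-of-ratios rescaling, tried after seeing the data, moved the ratio most, to 1.42. Slc12a2, named in Fig. 6b, was at 110 ± 26.3 FPKM (SD, n = 2) at 12wk, below its 181.4 ± 3.19 FPKM (SD, n = 2) at 4wk. The paper relates the solute carriers to fluid and electrolyte secretion.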

A major innovative aspect of our study is the development of the adult salivary gland gene signature – we posit that the unique combination of genes bestows an organ its tissue identity and can be extremely revelatory about organ development and function. By leveraging ENCODE data and using robust statistical analyses, we have demonstrated that at the global transcript levels, the adult salivary gland most closely resembles another exocrine organ, the pancreas as well as several other epithelial-rich organs including the bladder, skin and placenta. Although these global transcriptomic comparisons are per se quite insightful and suggest common developmental origins or functional similarities between organs, caveats such as differences in age, sex and the physiological state of the animals and the experimental conditions, is worth keeping in mind. As an example, unlike the tight clustering of the pancreas and salivary gland, the mammary gland exhibited a slightly distant gene expression signature. We suspect that this lack of similarity might be in part due to the fact that the secretory activity of the mammary gland is primarily limited to lactation – a physiological state that was not included in our organ comparisons. Our analysis also allowed us to generate a list of genes that are highly enriched for in the mouse salivary glands, a subset of which also show similar selective enrichment in the human salivary gland. Notably these salivary gland-enriched genes hold the key to crucial aspects of adult salivary gland biology as evident from Gene Ontology terms and thus offer a priority list of candidates that can be leveraged for salivary gland specific functions. For example in a recent study, Maruyama et al. generated three inducible Cre-recombinase mouse strains to examine the roles of various cell types in salivary gland homeostasis - it is interesting to note that all three genes examined in this study are included in our salivary gland gene signature analysis [70]. Moreover, the datasets generated by our RNA-seq studies can serve as a nice complement to other resources such as the rapidly expanding EMAGE (e-Mouse Atlas of GeneExpression) database of in situ gene expression in the mouse embryo [71]. As an example, a cursory examination of EMAGE showed strong expression of the transcription factor Ehf in the submandibular gland primordium, in agreement with its high expression as revealed from our RNA-seq analysis. 

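Ehf was at 57.82 ± 23.1 FPKM (SD, n = 3) at E14.5, 150.2 ± 20.9 FPKM (SD, n = 2) at E16.5 and 239.1 ± 13.1 FPKM (SD, n = 2) at E18.5. It was at 152.8 ± 11.8 FPKM (SD, n = 2) at P5, 169.1 ± 11.8 at 4wk and 178.2 ± 18.1 at 12wk, where it ranked 242 among all genes. With each sample left out in turn, its log2 fold change from embryo to adult stayed between 0.34 and 0.83. The paper sets this expression beside the signal of Ehf in the submandibular gland primordium in an atlas of the mouse embryo.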

Therefore, our salivary gland gene signature can be a valuable tool for future studies on cell/tissue type specific gene expression mechanisms or delivery tools for salivary gland biologists.

## Conclusion

Our work as described here is the most comprehensive systems-wide deep sequencing based transcriptomics study of the submandibular salivary gland to date and illustrates how such studies can shine new light into the rich diversity of genes and pathways that are likely to be functionally important for this organ. Knowing the gene expression profiles of the salivary gland at its major developmental time points can greatly increase our understanding of salivary gland biology, aid with disease state diagnosis, and help identify potential therapeutic targets for regeneration and tissue engineering approaches in the future.

## Methods

### Animal experiments

All animal experiments were performed in compliance with Roswell Park Cancer Institute IACUC regulations. C57BL/6 mice were mated and noon of the day the vaginal plug was observed was considered E0.5. Submandibular glands were dissected from animals at specific embryonic and adult time points. Due to limited amounts of tissues, biological replicates for E14.5, E16.5 and E18.5 were generated by pooling glands from 3, 2, and 2 animals, respectively. The biological sex of the animals was not ascertained for the embryos and P5 mice. Analysis of 4 and 12 week old salivary glands was performed using male mice.

### RNA isolation and RNA-seq analysis

Total RNA was extracted using the Direct-zol RNA MiniPrep kit (Zymo Research), from dissected mouse C57BL/6 submandibular glands at indicated time points. For each RNA sample, cDNA libraries were prepared using the TrueSeq RNA Sample Preparation Kit (Illumina) and were then 50 bp single-end sequenced on an Illumina HiSeq 2500. Quality control metrics were performed on raw sequencing reads using the FASTQC v0.4.3 application. Reads were mapped to the Mus musculus genome (mm9 build) with TopHat2 [72] v2.0.13, using Bowtie2 [73] v2.2.6 as the underlying aligner. Reads aligning to the UCSC mm9 build were quantified with featureCounts [74], which disregarded any read/read pair that aligned to more than one location, or more than one gene at a single location. DESeq2 [75] was used to normalize the read counts and derive FPKM values. MouseENCODE [76] Raw RNA-seq experiments of adult male whole tissue from the CSHL Long RNA-seq dataset as well as the Synder dataset were downloaded as fastq files and processed as paired end experiments identically to the in-house generated data. The adult mouse skin tissue RNA-seq experiments were previously generated by our lab and reprocessed [77].

### Bioinformatics analysis

#### Generation of the development specific salivary gland gene profile

All differential gene expression (DEG) analysis was performed using DESeq2. The developmental stage salivary gland count data was imported as one matrix and was subsequently divided into two separate DEG analyses. The first analysis treated each of the embryo time-points as biological replicates as well as the two separate adult stages when making contrasts as part of the DESeq2 standard protocol. Genes were considered differentially expressed if the log2 Fold Change between samples was at least 1, with the adjusted *p*-value held to 0.1. Additionally we considered only genes with values of at least one FPKM in at least one biological replicate. The second analysis involved the creation of the salivary gland developmental gene profile. In this analysis, all time-points were considered separate and only true biological replicates were used. In order to create a highly stringent list of time-point specific genes the following approach was used: 1) Contrasts were created between one time-point and every other subsequent time-point 2) DEGs for each of these analyses were called using the aforementioned criteria and 3) The intersection of these DEGs were reported for the individual time-point, thereby creating a stringent list of genes that were consistently differentially expressed in either the positive or negative direction. This process was iterated until all time-points were analyzed identically. The union of genes identified in the aforementioned analyses were taken and reported as the gene profile for the developing salivary gland. K-Means clustering was used to capture the patterns of gene expression as development proceeds in the salivary gland. Gene FPKM values were averaged across biological replicates and subsequently standardized to their Z-Scores. These values were used as inputs to the K-Means clustering algorithm (cluster3.0 [78]) using k = 8 clusters.

#### Development of a tissue specific salivary gland gene signature

Counts data from the MouseENCODE data plus the whole adult skin and the 12 week old salivary gland (12wk SG) experiments were imported and normalized as one matrix. In order to identify gland specific genes, DESeq2 was used to create contrasts between the 12wk SG and each of the 24 other tissues. DEGs were reported for each contrast according to the aforementioned criteria and the intersection of the genes from each analyses that were considered differentially expressed in the positive direction (i.e. more highly expressed in salivary gland) were reported as the tissue specific salivary gland gene signature.

### Hierarchical cluster analysis

All analyses and figures were made using R v3.2.3. The heatmap program from the NMF [79] v0.20.6 R-package was used to generate heatmaps. The correlation plot from Fig. 4 was generated by performing pairwise Pearson Correlations on the log2(FPKM + 1) values of the top 1500 genes with the highest median absolute deviation. The resulting matrix was reordered using hierarchical clustering, using Pearson Correlation as the distance measure with average linkage. All subsequent gene-wise and sample-wise hierarchical clustering analysis (Figs. 4, 5, 6 and 7) was performed using Pearson Correlation with average linkage, after which the resulting reorganized data matrix was transformed row-wise to report Z-scores of each gene across samples for heat-map visualization purposes.

### Preservation of the mouse tissue specific salivary gland gene signature in human

#### Human protein atlas

In order to examine if the same genes identified in the tissue specific salivary gland signature would be enriched in human salivary gland compared to all other tissues, processed RNA-seq experiments generated by the Human Protein Atlas [80] were downloaded as FPKM values that were averaged across biological replicates. Only human organs and tissues corresponding to those used in generating the mouse specific signature were selected and only genes that are homologous between mouse and human, as identified by the BioMart [81] data mining tool of the Ensembl database, were used for subsequent analysis. Hierarchical clustering analysis was performed on the 126 genes that met this criteria and the cluster of genes that shared similar expression patterns as compared to the mouse analysis was identified using the dendextend [82] v1.1.2 R-package.

#### FANTOM CAGE analysis

The R-package CAGEr(v1.12.0) was used to download raw FANTOM5 Cap Analysis of Gene Expression (CAGE) data taken from human tissue samples. Only samples which matched those used in the mouse specific analysis were selected. Raw tag counts were read in for each sample and TSS locations were estimated using the clusterCTSS function, which will cluster neighboring TSSs if they are closer than 20 bp and remove potential TSS sites if there are less than 2 tag counts. Promoter widths were calculated by calculating the cumulative distribution of CAGE tag signal across the clustered TSS locations, followed by determining the position of the Upper and Lower quantile locations of the cumulative CAGE signal, whereupon the distance between these quantiles represents the promoter width. Consensus promoter locations across all samples were determined in order to best estimate gene expression. The consensusCluster functions was used to aggregate tag clusters using the promoter widths calculated previously, whereupon promoter locations were merged if located within 100 bp of each other and TSS locations with extremely low overall tag counts were eliminated. This provided a raw count matrix for all determined TSS locations, which represented overall gene expression. Nearest gene annotation was applied for each TSS location and promoter tags were aggregated based on gene identity. This gene-level tag count matrix was then used as input for DESeq2 differential gene expression analysis pipeline. This final count matrix was log2 transformed, DESeq2 median normalized and filtered for generation of the mouse tissue specific gene signature.

### GO annotation and enrichment

The KEGG enrichment analysis shown in Additional file 1: Figure S1 was carried out using the R package clusterProfiler [16] v2.4.1. Subsets of genes identified by DEG analysis carried out between developmental groups were binned into lists representing genes that were enriched in expression for the specific time point. These lists were independently used as input to the enrichKEGG. Over-represented gene sets were identified with Hypergeometric Testing using the Benjamini-Hochberg method (α = 0.1) to control for False Discovery Rate (FDR). GO Annotation enrichment for biological processes found in Figs. 2 and 3 were generated using BiNGO [83]. The resulting output was ranked by adjusted *p*-value and gene-sets were selected to highlight unique features of the enrichment analysis. These features were graphically represented using the EnrichmentMap [84] tool, which is an add-on application for Cytoscape [85], using default parameters. KEGG, REACTOME Pathways and GO Enrichment Analysis was performed using the ClueGO [49] add-on for the Cytoscape Platform. The tissue-specific salivary gland signature was used as the input for the analysis, which was performed using default parameters.

## Additional files

Additional file 1: Figure S1. Differential gene expression analysis of the developing salivary gland. (A-C) Scatter plots of log2 fragments per kilobase of transcripts per million (FPKM) mapped read values between different developmental stages are shown. Red points indicate genes that are enriched in the sample on the Y-axis, and blue points show genes that are enriched in the sample on the X-axis. Black points highlight transcription factors that are upregulated in their respective samples. D) Enriched biological pathways (KEGG) of differentially expressed gene identified in panels A-C above. Analysis was performed using clusterProfiler package.
Additional file 2: Figure S2. Hierarchical clustering of mouse tissues. FPKM values from 19,272 genes were standardized and subsequently used to cluster adult mouse tissues (Euclidean Distance, Complete Linkage). The resulting heatmap shows that the salivary gland clusters closely with the pancreas, skin, bladder and placenta (green box and text).
Additional file 3: Figure S3. Hierarchal clustering of the common genes expressed in salivary gland, pancreas, skin, bladder and placenta. A) Clustering of genes that collectively show higher expression in the salivary gland, pancreas, skin, bladder and placenta in comparison to all other tissues. B) Clustering of highly expressed genes shared between the two exocrine glands, the salivary gland and pancreas, in comparison to all other tissues.
Additional file 4: Figure S4. Confirmation in expression of select transcription factors which comprise the adult salivary gland gene signature. Probe intensity levels of a subset of transcriptions factors which make up the salivary gland gene signature, as provided through the Salivary Gland Molecular Anatomy Project, are shown. Various stages of development and adult are included. P1- postnatal day 1, P5- postnatal day 5, AdF – adult female, AdM- adult male.
Additional file 5: Figure S5. Heatmap depicting the hierarchical clustering of the 45 genes that are conserved between the mouse adult salivary gland gene signature and the RNA-seq data obtained from the Human Protein Atlas. The values reported represent Z-scores of the conserved genes in their respective datasets.
Additional file 6: Figure S6. Hierarchical clustering of the 82 genes that are conserved between the mouse adult salivary gland gene signature and the Cap Analysis Gene Expression (CAGE) datasets. The human submandibular gland is shown as a comparison. The values visualized in this heatmap represent standardized expression levels of the selected conserved genes relative to their respective datasets.
Additional file 7: Table S1. Developmental gene signature. **Table S2.** Common genes expressed between salivary gland, pancreas, skin, bladder and placenta. **Table S3.** Common genes expressed between salivary gland and pancreas. **Table S4.** Adult gene signature. **Table S5.** HPA data. **Table S6.** Human CAGE data.

## Abbreviations

BMP: Bone Morphogenetic Protein
CAGE: Cap Analysis Gene Expression
DEG: Differentially expressed genes
EMAGE: e-Mouse Atlas of Gene Expression
ENCODE: Encyclopedia of DNA elements
FGF: Fibroblast Growth Factor
FPKM: Fragments per kilobase of transcripts per million
GO: Gene ontology
GSK3β: Glycogen synthase kinase 3-beta
HPA: Human Protein Atlas
KEGG: Kyoto Encyclopedia of Genes and Genomes
NGS: Next generation sequencing
PCA: Principle component analysis
RNA-seq: RNA-sequencing
SG: Salivary gland
SMG: Submandibular gland
TSS: Transcription start site

How the deposited data were processed for this re-analysis (not part of the article)

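RNA-seq of mouse submandibular gland was analysed in 13 samples at 6 time points. Conditions, replicate numbers and pools were taken from the sample labels and the paper, before any value was read. The stages were those of the paper, with E14.5, E16.5 and E18.5 as embryo (7 samples), P5 as neonatal (2 samples), and 4wk and 12wk as adult (4 samples).

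The authors mapped 50 bp single-end reads to mm9 with TopHat2 and Bowtie2, and counted them on UCSC mm9 genes with featureCounts, without reads that mapped to several places. The authors then deposited FPKM for every gene and sample, and describe median normalization between samples by DESeq2. Median-of-ratios factors of the deposited FPKM were between 1.148 and 1.38 in the embryonic samples, 1.031 and 1.089 at P5, and between 0.617 and 0.714 in the adult samples, where values divided by such factors would give factors near 1. FPKM were therefore taken as scaled to the total of each sample, and rescaling by these factors was run as an alternative. Counts are not in the files analysed here, and no count model was fitted.

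Depth was computed from the FPKM, since low values of a gene are whole multiples of what 1 read is worth on its annotated length. The reads on genes were 19281660, 25356308 and 26731429 at E14.5, 36258034 and 37309531 at E16.5, 17345305 and 32444867 at E18.5, 48314162 and 42168626 at P5, 5817293 and 7957918 at 4wk, and 21820923 and 28431454 at 12wk. The value of 1 read on a gene of 1 kilobase was between 0.0207 FPKM at P5 and 0.1719 FPKM at 4wk. By stage, the median number of reads was 26731429 in the embryo, 45241394 at P5 and 14889420.5 in the adult.

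The 14650 genes with at least 1 FPKM in at least 1 of the 13 samples were analysed as log2(FPKM + 1). Stages were compared in a single fit over all samples, with limma 3.58.1 under R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean-variance trend) and Benjamini-Hochberg adjustment over the tested genes. The thresholds were the paper's, a log2 fold change of at least 1 in size and an adjusted p below 0.1. For the profile, a second fit with the 6 time points as groups compared each time point with the 5 others, and a gene was counted when it passed in the same direction in all of them. The authors' methods describe contrasts with every subsequent time point, and comparison with later time points only was run as an alternative. The fit was tested on simulated data with 200 changed genes, of which 100% were recovered in the stage comparison and 97% in the E14.5 profile. There were 0 unchanged genes called, and the median error of the log2 fold change was 0.189. The changed genes were well expressed, all changed by the same factor, and all genes had the same spread. Ages within a stage did not differ, and no few genes took a larger share of the adult reads. The simulation thus checks the code and cannot tell the rate of false or missed calls in the real samples.

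Principal components and Euclidean distances between samples were computed from the same matrix. The ratio of distances between and within time points was tested by 100000 permutations of the labels. For embryo against adult, the design named 100000 resamples, but only 330 ways to label the samples exist, so all of them were counted. Families of genes chosen by symbol were tested with Fisher's exact test, one-sided, with Benjamini-Hochberg adjustment over the families and a threshold of 0.05 on the adjusted p. Gene sets of pathways were not tested, because they are listed by identifiers other than the gene names given in the files. Table S1 and Table S4 of the paper were read as gene lists. Z-scores of Table S1 genes were computed over the means of the time points. Gene lengths and positions are from the GENCODE annotation of mm9, which lists 21207 of the genes by name. Tables and tests other than limma used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.

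The genes named in the text are those the paper names, not all of which are reported, and for each comparison of stages the 3 genes with the largest log2 fold change in each direction among those past the thresholds in which the samples of both stages do not overlap. The alternatives were a pseudocount of 0.1, other filters on low values, median-of-ratios rescaling, an adjusted p below 0.05, no variance trend, the replicate number as a block, time points averaged by stage, only the stages compared, later time points only, other settings of the components and distances, and each sample left out in turn. An alternative with DESeq2 was listed for counts and does not apply to the FPKM that the authors deposited. The comparisons of the paper with other tissues and with other data sets were left out, because those values are not in the files analysed here.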

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

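The thresholds, alternatives and named genes, and the marker lists for skeletal muscle, myoepithelial and smooth muscle, cornified epidermis, parotid or sublingual gland, granular convoluted tubule, lymphocytes and the sex chromosomes, were set before the processed files arrived. The markers of cartilage, brown adipose tissue and autonomic ganglion were chosen later, after other genes of these tissues were seen to differ between replicates. Each gene and marker set was searched within the embryonic and within the adult samples for a sample far from the others, by the ratio of the gap between this sample and its neighbour to the range (Dixon's test at 95%). Of 152 searches, 10 were flagged, where 7.6 are expected by chance at 1 in 20. The number of flags is thus close to the number expected by chance, and 1 sample in a group of 4 or 7 has no replicate of its own.

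At 12wk, the mean of 11 parotid or sublingual gland markers was flagged (ratio 0.92), with replicate 2 at 7.89 on the log2 scale against 5.71 in replicate 1 and 5.52 and 5.56 at 4wk. RNA from parotid or sublingual gland in replicate 2 is a candidate explanation. Before the test, a mean difference above 2 with all markers in one direction was set as its sign. The mean difference was 2.17, with 10 of the 11 markers higher in replicate 2 and the other at 0 in both replicates, which was counted as not opposed. This test is weak, since the flag rests on the same markers and 6 of the 11 are genes of the paper whose difference it should explain. A difference in all secretory genes between both mice, whose sign was a difference above 1 in the 17 granular convoluted tubule markers, was not seen, since that difference was 0.1. The 5 markers that the paper does not name differed by a mean of 1.37 (4 higher, 1 at 0 in both), below the limit of 2, in a test written after the result was seen. Of the 11 markers, 4 were higher in both 4wk samples than in 12wk replicate 2, so they do not mark another gland by their level. RNA from another gland is thus neither shown nor excluded. A state of the gland that raises these genes alone was not tested, and neither was a share of acinar cells that differs between mice of 12wk. Many of the markers are in gene families with close copies, whose reads cannot be split, and this was not tested either.

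Smgc was flagged in the adult samples (ratio 0.952), at 0.1539 FPKM in 12wk replicate 1 against 48.22 to 58.55 FPKM in the other adult samples. Padi2 was flagged in the same sample (ratio 0.953), at 33.77 FPKM against 25.76 to 26.09 FPKM. Smgc was not among the parotid or sublingual markers, whose mean in 12wk replicate 1 (5.71) was not below that of the 4wk samples (5.52 and 5.56). Smgc and the mean of these markers thus did not move together across the adult samples. Single markers did differ in this. Muc19 was lowest in 12wk replicate 1, as Smgc was, at 0.0252 FPKM against 2.19 in replicate 2 and 103 and 82.3 at 4wk. Dcpp1, Dcpp2 and Dcpp3 were also lowest there, while the other markers were as low or lower at 4wk. A source shared by Smgc and some of the markers was not tested. Smgc and Padi2 were not tested further, and no biological explanation was tested.

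The skeletal muscle markers were flagged in the adult samples (ratio 0.962), at a mean of 1.2 in 4wk replicate 1 against 0.14 to 0.18 in the other adult samples. No test was set for muscle in this sample, and no biological explanation was tested. Eaf2 (ratio 0.919) was also low in 4wk replicate 1, at 1.901 FPKM against 5.934 to 6.486 FPKM. Unc5d (ratio 0.909) was at 0.05593 FPKM there against at most 0.00497 FPKM, values that rest on few reads. This sample has the fewest reads of all. Low depth as the reason for the distance between the 4wk replicates was tested on the 4375 genes at 10 FPKM or more in the adult samples, where it should fall below 1.5 times that of the 12wk replicates. The ratio was 1.54, just above this limit, and 2.24 over all tested genes. Depth may thus account for a part of the distance and, by the limit set, not for all of it. RNA from brown adipose tissue in 4wk replicate 1 was tested with 9 markers, whose mean difference of 0.58 (6 of 9 higher in replicate 1) stayed below the limit of 1. What sets replicate 1 apart at 4wk remains open.

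In 4wk replicate 2, Foxi2 (ratio 0.848) was at 2.182 FPKM against 1.574 to 1.659 FPKM, and the 4 Y chromosome markers (ratio 0.958) at a mean of 3.13 against 3.36 to 3.37. These gaps are small beside the values, and appear large only because the other 3 adult samples are so close. They were not tested further. For the Y chromosome markers all samples of the adult stage are male by the paper, and the design gives no biological explanation to test.

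E14.5 replicate 1 was flagged in Elf5 (ratio 0.604), at 13.93 FPKM against 36.24 to 66.83 FPKM in the other embryonic samples, and in Scube1 (ratio 0.607), at 17.01 FPKM against 0.9909 to 3.735 FPKM. In E14.5 replicate 1 cartilage markers also had their highest mean of all samples (34.1 FPKM), as did autonomic ganglion markers (2.36 FPKM), both of which the paper does not analyse. Skeletal muscle markers were higher in this sample too, at a mean of 3.76 on the log2 scale against 2.81 and 2.6 in replicates 2 and 3. No test was set for muscle in E14.5 replicate 1. RNA from cartilage in this sample was tested with 7 markers, and their mean difference of 0.46 (5 of 7 higher) stayed below the limit of 1. An earlier developmental state of the glands in this pool could give the same pattern, and embryonic age within E14.5 is not in the sample labels, so it was not tested. Neither explanation is decided beyond the test of cartilage.

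Skeletal muscle markers, which the paper does not analyse as such, had their highest mean in E16.5 replicate 2 (81.4 FPKM). They were at 65.8 FPKM in E16.5 replicate 1, between 13.2 and 38.3 FPKM at E14.5, and at most 3.18 FPKM in all later samples. RNA from adjoining skeletal muscle should raise skeletal muscle markers at E16.5 by more than 1 on the log2 scale over the myoepithelial and smooth muscle markers. The rise over the other embryonic time points was 2.05 for the 24 skeletal muscle markers and 0.13 for the 13 myoepithelial and smooth muscle markers, a difference of 1.92. A difference in muscle content between the E16.5 replicates above 1 was not seen (0.65). No such check was set for E14.5, where the skeletal muscle markers were at 3.76 in replicate 1 against 2.81 and 2.6. The main test cannot speak against myoepithelial cells that emerge at E16.5 and persist, since their markers would be as high at E18.5 and the average over both ages would hide the rise. Over E14.5 alone, in a test written after the result was seen, the skeletal muscle markers rose by 0.99 and the myoepithelial and smooth muscle markers by 0.68, a difference of 0.3, below the limit of 1. Over E18.5 the rise was 3.12 for the skeletal muscle markers and -0.42 for the myoepithelial and smooth muscle markers. Adjoining muscle taken at dissection, at E14.5 as well as at E16.5, is a candidate source of the skeletal muscle RNA. Myoepithelial cells that persist should keep the RNA they bring. The 24 skeletal muscle markers instead fell by E18.5 (0.58 and 1.27, against 3.72 and 4.37 at E16.5). The myoepithelial and smooth muscle markers did not (4.73 and 4.72, against 4.13 and 4.49). These values argue against persisting myoepithelial cells as the source of the 24 markers. Whether myoepithelial cells emerge at E16.5, the paper's reading, is not decided by them. Muscle that belongs to the gland at these ages was not tested.

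Cornified epidermis markers had their highest mean in E18.5 replicate 1 (4.93 FPKM) and were at 4.74 FPKM in replicate 2, and 7 of 15 were among the 18 genes higher at E18.5 than at every other time point. RNA from cornified epithelium in single samples should differ between the replicates by more than 1 on the log2 scale, and the difference was 0.02. Uneven contamination of the E18.5 samples was thus not seen, but equal amounts in both pools could not be excluded by this test. A biological explanation, keratinization of ducts or of the oral opening at E18.5, was not tested apart from it.

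Lymphocyte markers were highest in P5 replicate 1 (3.21 FPKM, against 2.17 FPKM in replicate 2), and 5 of 13 were among the 68 genes higher at P5 than at every other time point. Lymph node tissue in single adult samples should differ between the replicates of an adult age by more than 1, and the largest difference was 0.62. That test was written for the adult samples and does not cover P5, where lymph node tissue or lymphocytes of the gland at this age were not tested.

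Brown adipose markers had their highest mean in P5 replicate 1 (22.7 FPKM, against 12.8 FPKM in replicate 2). The test with brown adipose markers was set for 4wk replicate 1 only (0.58, above), and P5 was not tested. Neuronal genes were seen to differ between the P5 replicates, and RNA from an autonomic ganglion in P5 replicate 2 was tested with 10 held-out markers. Their mean difference was 0.25 (8 of 10 higher in replicate 2), below the limit of 1. No biological explanation was tested for either.

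Xist, which marks cells of females, was highest in E14.5 replicate 3 (51.5 FPKM). Pools of both sexes should show Xist and Y chromosome genes together in the embryonic samples and no Xist in the adult. In the 7 embryonic samples Xist was at 13.4 FPKM or more and the lowest of 4 Y chromosome genes at 1.35 FPKM, while Xist was at most 0.048 FPKM in the adult samples. The embryonic samples may therefore each hold RNA of both sexes, which fits the pooling of animals, though sex cannot be told apart from stage in them. The explanation as written also named P5, for which the criterion set no value. There Xist was at most 0.0357 FPKM and the lowest Y chromosome gene at 5.66 FPKM, the pattern of males only. Xist and other sex-linked genes in comparisons with the embryo can follow from sex as well as from age.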

How the results depend on the processing

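Of the comparisons of a headline result with an alternative, 408 stayed the same, 65 moved, 1 reversed and 2 became stronger. For the named genes, 1132 stayed the same, 7 reversed, 11 became stronger and 18 weaker. The call, not the value, was unchanged under every alternative in several results. Both distance ratios stayed above 1 with p below 0.05 in the permutation test, while the values rose to 8.263 and 3.926 with 1 minus the Pearson correlation. Median-of-ratios rescaling was not among the alternatives run for the distances or the principal components. The number of Table S4 genes at 1 FPKM or more (173) stayed within 1.5 times, at 171, 172 and 143. The families of axon guidance, kallikreins, secretoglobins and solute carriers in the adult stayed enriched at an adjusted p below 0.05 in Fisher's exact test. Solute carriers at 12wk did not reach 0.05 in any setting, though in the Mature Adult cluster of Table S1 their adjusted p (0.092) was below the 0.1 used for genes. The other results moved under at least 1 alternative.

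For neonatal vs embryo, the main fit called 1798 genes, 606 up and 1192 down. With the P5 samples as 1 of the groups compared, leaving out a sample acts strongly, since the group is then a single sample. Without P5 replicate 1 there were 870 genes (203 up and 667 down) and without P5 replicate 2 1049 (398 up and 651 down). Leaving out replicate 2 of E18.5, the embryonic time point nearest to P5, raised the count to 2189 (748 up and 1441 down). Median-of-ratios rescaling reversed the balance of directions, with 813 up and 571 down, and with a pseudocount of 0.1 in addition, chosen after seeing the data, 1123 up and 756 down.

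In adult vs neonatal (3385 genes, 339 up and 3046 down), a pseudocount of 0.1 raised the count to 5320 genes and the down-regulated ones to 4912, because it gives low genes larger fold changes. Median-of-ratios rescaling gave 2136 genes, 887 up and 1249 down, and with a pseudocount of 0.1 (chosen after seeing the data) 987 up. In adult vs embryo (6385 genes, 818 up and 5567 down), rescaling gave 4166 genes, 2019 up and 2147 down. Both together (chosen after seeing the data) gave 2469 up and 3341 down. Rescaling raises adult values against embryonic ones, so fewer falls and more rises pass the thresholds. With the replicate block, the counts were 1489, 3354 and 6262 genes.

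The profile of developmental genes (938) grew to 1965 with a pseudocount of 0.1, to 3641 when each time point was compared with later ones only, and to 1931 with rescaling and a pseudocount of 0.1 together (after seeing the data). Later time points only is a weaker demand for early and middle ages, and the genes enriched at each rose from 46 to 214 at E16.5, 18 to 391 at E18.5, 68 to 2253 at P5 and 38 to 363 at 4wk. E14.5 stayed at 100, so it no longer had the most genes of the embryonic time points. At E14.5 (100), a pseudocount of 0.1 gave 199 and rescaling 66. At P5 rescaling gave 40, at 4wk 78, and at 12wk (149) 241. With both changes, after seeing the data, 4wk had 105 and 12wk 274. Single samples carry much of these numbers, since a time point of 2 samples is left with 1. Without P5 replicate 1, 42 genes were enriched at P5 and 13 at E18.5, and without P5 replicate 2 118 at P5. Without E18.5 replicate 1, 28 were enriched at E18.5. At 4wk the number was 106 without 4wk replicate 2 and 33 without 12wk replicate 2.

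The share of Table S1 genes in the profile (37.3%) was 69.4% with a pseudocount of 0.1, 43.3% with rescaling, 62.7% with later time points only, and 78.7% with rescaling and a pseudocount of 0.1 (after seeing the data). It was 33% without 4wk replicate 1 and 43.9% without 4wk replicate 2. The Table S1 genes highest at their cluster's time point (91.5%) fell to 83.4% with rescaling, and were 89.2% without 4wk replicate 1 and 91.9% without P5 replicate 1. The variance in PC1 to PC3 (88.9%) was 86.6% with a pseudocount of 0.1, 79.7% with genes scaled to unit variance, 93.9% with the 500 genes of highest variance and 99% without the log, where high values weigh most. It was 87.9% without 12wk replicate 2 and 90.4% without 4wk replicate 1. The rank of Amy1 at 12wk (26) was 21 without replicate 1 and 55 without replicate 2.

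For the families, Wnt ligands and Frizzled receptors (1.45) reached 1.6 with a pseudocount of 0.1 and then had an adjusted p below 0.05 (0.0079, exact test). Notch genes (2.07) were at 0.0 with the Table S1 lists, which is counted as a reversal. Only 1.0 of the 14 genes was expected there, so this count cannot decide. The Notch ratio was 1.86 with a pseudocount of 0.1 (exact test, adjusted p = 0.0015). With rescaling, chosen for families after seeing the data, it was 3.41 (exact test, adjusted p = 0.0025). Protein translocation genes (1.63) were at 3.3 with rescaling, chosen for families after seeing the data, with an adjusted p of 0.00051 (exact test), and at 3.31 with the Table S1 lists (0.092). Pathway enrichment was not run for lack of identifiers, and the alternatives that need counts do not apply.

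Among the named genes, the log2 fold change from embryo to adult of Six4 (-0.52) reversed to 0.21 with rescaling, which raises all adult values. That of Sdcbp (0.01) was -0.02 with the replicate block and between -0.06 and 0.07 with samples left out, all near 0, but 0.95 with rescaling (limma adjusted p = 0.00052). With 1 sample left out, the falls of Hbb-y (adjusted p up to 0.23) and Actc1 (up to 0.16) in limma lost significance without either P5 replicate, as did that of Smgc (up to 0.12). In adult vs embryo, Unc5d lost it without either 4wk or either 12wk replicate, or without E14.5 replicate 2 or 3 (limma adjusted p from 0.12 to 0.13), Dcpp2 without either 4wk replicate (0.13) and Padi2 without 12wk replicate 1 (0.11). Gains were Smr3a (0.038 without 4wk replicate 1), Dcpp1 (0.043 without E18.5 replicate 2), Bpifa2 (0.09 without E18.5 replicate 2) and Ehf (0.091 without E18.5 replicate 1). With rescaling, Ehf (log2 fold change 1.58, limma adjusted p = 0.012), Sec23b (1.42, 0.039) and Dcpp1 (3.18, 0.063) also gained significance, and Unc5d lost it (0.12). With the replicate block, Unc5d (0.14) and Padi2 (0.11) lost significance.

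Depth limits the 4wk results most. There 1 read on a gene of 1 kilobase was worth 0.1719 and 0.1257 FPKM, so falls to lower values than these cannot be told from 0, and the pseudocount of 0.1 acts on such values.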

Differences from the paper's values

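For neonatal vs embryo, the paper reports 3601 differentially expressed genes, and 1798 were called here. Of the alternatives set before the files arrived, a pseudocount of 0.1 (2412 genes) came within 1.5 times of the paper's value and none of the others did. Below, a gap is called closed at this limit. The paper's 1597 up-regulated genes compare with 606 here, and no alternative set before the files arrived closed the gap. Rescaling by median-of-ratios with a pseudocount of 0.1, which was chosen after seeing the values, gave 1123. The paper's 2004 down-regulated genes compare with 1192 here. A pseudocount of 0.1 (1574) closed the gap, as did leaving out E18.5 replicate 1 (1412) or E18.5 replicate 2 (1441), and the other alternatives did not.

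For adult vs neonatal, the paper has 1281 up-regulated genes and the files gave 339. Median-of-ratios rescaling (887) closed this gap and no other alternative set before the files arrived did. With a pseudocount of 0.1 added to it, a setting chosen after seeing the values, the number was 987. For the down-regulated genes, the paper has 1947 and the files gave 3046. Leaving out 12wk replicate 2 (2907) came only just within 1.5 times of the paper's value and stayed well above it. Leaving out P5 replicate 1 also came within this limit, but that fit has a single P5 sample. The other alternatives set before the files arrived did not. Rescaling with a pseudocount of 0.1, chosen after seeing the values, gave 2142.

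For adult vs embryo, the paper's 2494 up-regulated genes compare with 818 here, and its 3141 down-regulated genes with 5567. Median-of-ratios rescaling closed both gaps, with 2019 up and 2147 down. The same rescaling with a pseudocount of 0.1, chosen after seeing the values, gave 2469 and 3341. None of the other alternatives closed either gap.

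The paper's developmental profile has 1924 genes, and 938 were found here. A pseudocount of 0.1 (1965) and leaving out 4wk replicate 2 (1358) closed the gap, while the other alternatives set before the files arrived did not. Rescaling with a pseudocount of 0.1, chosen after seeing the values, gave 1931.

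The paper describes solute carriers as enriched among the mature adult genes. Here the 12wk list held 5 of 257 (ratio to expectation 1.91, Fisher's exact test, adjusted p = 0.14). The paper's own Mature Adult list of Table S1 held 8 of 257 (ratio 1.85, exact test, adjusted p = 0.092), which is below 0.1 and not below 0.05. The paper has Wnt signaling enriched in the embryo, where the Wnt ligands and Frizzled receptors had a ratio of 1.45 (exact test, adjusted p = 0.12), and 1.6 with a pseudocount of 0.1 (exact test, adjusted p = 0.0079). It has protein export enriched in the adult, where the genes of protein translocation had a ratio of 1.63 (exact test, adjusted p = 0.35), and 3.31 with the Table S1 lists (exact test, adjusted p = 0.092). With rescaling, chosen for families after seeing the values, it was 3.3 (exact test, adjusted p = 0.00051). These families are not the paper's gene sets. The paper names Tubb2b and Dlx1 among genes peaking at E14.5, where both had their highest mean, but their smallest log2 fold changes against another time point were 0.9669 and 0.5795, below the threshold of 1.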

Other observations

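Whether the number of genes called in adult vs embryo could arise from any split of the samples was counted on 100 of the 330 splits of the 11 embryonic and adult samples into 7 and 4. Only 1 of the 100 splits, the real one, gave as many genes (6385). The largest count among the others was 3754 and their median 0. Stage and age are the same in this design, and no batch is given in the labels, so a batch that follows stage cannot be told apart from it.

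More genes fall than rise from embryo to adult in the files, by 6.81 to 1. That a few secretory genes take most of the adult FPKM and so lower all others is a candidate explanation. Its sign, set before the test, was that the falling genes would no longer outnumber the rising ones after median-of-ratios rescaling. The ratio became 1.06, so by this sign the explanation was not met. The test cannot decide, because rescaling sets the ratio of the typical gene between samples to 1. It brings falls and rises toward equal numbers both under composition and where many genes are switched off in the adult gland. Neither explanation can be told apart from the other here.

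The E16.5 replicates were 48.6 apart in distance, against 37.8 at E18.5 and 27.8 at P5. A gene length bias between the libraries should give a Spearman correlation above 0.3 in size of the log2 difference with gene length. It was 0.47 across 13798 genes, which are not independent replicates. The correlation was computed in 7 replicate pairs, and was also large at E18.5 (-0.41), against 0.23 or less in size in the other pairs. Length bias remains a candidate explanation for a part of the differences between the replicates at both ages. A difference in muscle content between the E16.5 replicates (0.65) was not separated from it. No biological explanation was tested.

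E18.5 replicate 2 has 6431 genes without reads, more than E18.5 replicate 1 (6067) with fewer reads in total. Low library complexity is a candidate explanation. Its prediction, a share of genes with 1 read among those with 1 to 5 reads below that of each other embryonic sample, was written after the result was seen. The share was 21.8%, against 32.4% to 45% in the other embryonic samples. It was lower still in 4wk replicate 1. Low complexity remains, and no biological explanation was tested.

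Several secretory genes of the adult were higher at E14.5 than at E16.5, such as Scgb1b27 with 47.34 ± 0.457 FPKM (SD, n = 3) against 3.126 ± 0.157 FPKM (SD, n = 2), and Klk1b9 with 9.386 ± 0.35 against 0.688 ± 0.0581 FPKM. Reads of the adult libraries assigned to the E14.5 libraries are a candidate explanation, and should make other such genes at E14.5 follow 12wk with a Pearson r above 0.9. Only 4 genes met the selection, and r with 12wk was 0.82 across them, below the limit. At E18.5 r with 12wk was 0.56. With 4wk, r was 0.91 at E14.5, but 0.99 at E16.5 and 1.0 at E18.5, so it does not single out E14.5. Of the 4 genes, Chia, Egf and Klk1 were higher at E14.5 than at E16.5, and Wfdc12 was lower. Their values at E14.5 were between 0.027% and 0.078% of those at 12wk. A second test, on genes of 12wk alone, was written after these values were seen. It found 0 genes that met its selection, so the share it asks for was 0 of 0 and decided nothing about reads of the 12wk libraries assigned to the E14.5 libraries. The pattern cannot be told apart from assigned reads of 12wk, and expression of these genes in the early gland was not tested. The 11 genes lower at E16.5 than at every other time point were all genes that rise in the adult, such as Scgb1b27, Car6, Prol1 and Klk1b9. Their place in the profile may thus rest in part on such reads at E14.5.

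Methods and results of the paper differ on sex at P5. The results call the P5 glands male, and the methods state that sex was not determined at this age. Xist was at 0.0254 and 0.0357 FPKM in the P5 samples.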
